# FGFR2 directs inhibition of WNT signaling to regulate anterior fontanelle closure during skull development

**DOI:** 10.1242/dev.204264

**Published:** 2025-01-20

**Authors:** Lauren Bobzin, Audrey Nickle, Sebastian Ko, Michaela Ince, Aaron Huang, Arshia Bhojwani, Ryan Roberts, Amy E. Merrill

**Keywords:** Frontal suture, FGF, Fgfr2, Scx, Anterior fontanelle, WNT, Calvaria, Lgr5, Craniofacial, Mouse

## Abstract

The calvarial bones of the infant skull are linked by transient fibrous joints known as sutures and fontanelles, which are essential for skull compression during birth and expansion during postnatal brain growth. Genetic conditions caused by pathogenic variants in *FGFR2*, such as Apert, Pfeiffer, and Crouzon syndromes, result in calvarial deformities due to premature suture fusion and a persistently open anterior fontanelle (AF). In this study, we investigated how *Fgfr2* regulates AF closure by leveraging mouse genetics and single-cell transcriptomics. We find that AF cells, marked by the tendon/ligament factor SCX, are spatially organized into ecto- and endocranial domains that selectively differentiate into ligament, bone, and cartilage to form the posterior frontal suture. We show that AF cell differentiation is non-autonomously regulated by FGFR2 signaling in osteogenic front cells of the frontal bones, which regulate WNT signaling in neighboring AF cells by expressing the secreted WNT inhibitor *Wif1*. Upon loss of *Fgfr2*, *Wif1* expression is downregulated, and AF cells fail to form the posterior frontal suture. This study identifies an FGF-WNT signaling circuit that that directs suture formation within the AF during postnatal development.

## INTRODUCTION

The calvarial bones of the infant skull are linked by transient fibrous joints called sutures and fontanelles. Sutures, which join two adjacent calvarial bones, and fontanelles, which occupy large, unossified regions between multiple bones where sutures will eventually form, are crucial for calvarial reshaping during birth and calvarial expansion during postnatal brain growth. Numerous genetic disorders present with craniofacial deformities when sutures fuse prematurely (craniosynostosis), or fontanelles remain patent. For example, syndromes associated with genetic variants in fibroblast growth factor receptor 2 (*FGFR2*), including Apert, Pfeiffer, Crouzon, and bent bone dysplasia, often present with multi-suture craniosynostosis, as well as a persistently open anterior fontanelle (AF) (Azoury et al., 2017; Merrill et al., 2012; Reardon et al., 1994; Wilkie et al., 1995). The co-occurrence of these seemingly opposite calvarial joint phenotypes suggests important differences in the way FGF signaling regulates development of sutures versus fontanelles.

The AF, or a baby's ‘soft spot’, is a broad region of fibrous connective tissue at the apex of the developing calvaria where the paired frontal bones will ultimately meet the parietal bones. During postnatal development, the frontal bones undergo rapid apical expansion though intramembranous ossification, replacing the AF with the posterior frontal suture (PFS), which connects the frontal bones from the bregma to the jugum limitans. As the PFS forms, it differentiates into two distinct bony layers, with the endocranial layer undergoing fusion through endochondral-like ossification that requires *Sox9* and local inhibition of WNT signaling (Bradley et al., 1996; Behr et al., 2013; Manzanares et al., 1988; Sahar et al., 2005). The fate of the AF connective tissue and its role in frontal suture development, as well as its potential contribution to the etiology of calvarial defects, has remained unclear.

While calvarial phenotypes in *FGFR2*-related syndromes indicate a key role for FGF signaling in the developing AF, studies to date have largely focused on the role of the receptor in bone formation during embryogenesis when it is expressed within the mid-suture and advancing osteogenic bone fronts. Genetic studies in mice have shown that FGFR2, likely activated by FGF18, is crucial for maintaining the balance of proliferation and osteoblast differentiation within sutures (Ohbayashi et al., 2002). In mouse models that harbor gain-of-function *Fgfr2* variants associated with human craniosynostosis syndromes, mechanisms of premature fusion of the coronal suture include altered proliferation and induction of ectopic osteoblast differentiation (Holmes et al., 2009; Wang et al., 2005; Yin et al., 2008; Pfaff et al., 2016; Hajihosseini et al., 2001). These mouse models also exhibit a midline gap between the frontal bones in a region anatomically homologous to the human AF. Studies using the Apert syndrome mouse model have shown that this midline gap is linked to decreased osteoblast differentiation, as well as transcriptomic changes in the cells within the osteogenic fronts of the frontal bones (Wang et al., 2005; Holmes et al., 2020). A midline ossification defect was also reported in mice with conditional loss of *Fgfr2* in skeletogenic mesenchyme, but the mechanism underlying the phenotype has yet to be investigated (Yu et al., 2003).

Here, we show that *Fgfr2* is necessary for AF closure and, subsequently, frontal suture joint formation. We find that cells of the AF express the tendon/ligament marker *Scx* and represent at least two transcriptionally distinct populations spatially restricted to either the ecto- or endocranial domains, which give rise to bone and cartilage, respectively, in an FGF-dependent manner. We provide evidence that FGF signaling in the osteogenic fronts of the frontal bone promotes expression of the secreted WNT inhibitor *Wif1*, which non-autonomously regulates WNT signaling in AF cells. In the absence of FGF signaling, *Wif1* expression is lost, and cells of the AF fail to differentiate into bone and cartilage, instead maintaining a connective tissue-like identity. Correspondingly, elevation of WNT/β-catenin signaling induces a persistent AF phenotype, and downregulation of WNT/β-catenin rescues AF closure in *Fgfr2* mutant mice. Together, these results suggest that FGF-mediated regulation of WNT signaling regionally influences cell fate and suture formation within the AF.

## RESULTS

### *Fgfr2* is necessary for closure of the AF

Genetic lineage analysis in mice using *Wnt1-Cre* previously showed that neural crest-derived mesenchyme gives rise to the frontal bones, as well as the tissue that occupies the AF (Fig. 1A) (Jiang et al., 2002; Yoshida et al., 2008). Therefore, to investigate a role of FGFR2 within the AF development, we performed *Wnt1-Cre*-mediated deletion of *Fgfr2* using a floxed allele that produces a functional null copy of the receptor (Yu et al., 2003). We examined calvarial bone and cartilage development in *Wnt1-Cre;Fgfr2^−/−^* and littermate controls using wholemount Alizarin Red and Alcian Blue staining. The AF of *Wnt1-Cre;Fgfr2^−/−^* mice was wide and patent beginning at embryonic day (E) 18.5 compared to control (Fig. 1B,E). In control mice at postnatal day (P) 3, the AF began to progressively close, whereas that of *Wnt1-Cre;Fgfr2^−/−^* mice remained wide open (Fig. 1C,F). By P5, the frontal bones of control mice had closely approximated to form the PFS, whereas the AF remained persistent in the mutant (Fig. 1D,G). Quantitative measurement showed that the normalized average area between the frontal bones (total area of AF/length of PFS from jugum limitans to bregma) was significantly larger in *Wnt1-Cre;Fgfr2^−/−^* at P3 (*P*=0.0167, *n*=7) and P5 (*P*=0.0003, *n*=9) compared to littermate controls (Fig. 1H). By P10, the PFS of control mice began to form cartilaginous fusions that follow a joint-gap pattern (Fig. 1I, arrowheads), whereas the AF failed to resolve into the PFS in *Wnt1-Cre;Fgfr2^−/−^* mice (Fig. 1L). Micro-computed tomography (μCT) analysis showed that the PFS of control mice fused by P30, with distinct endocranial and ectocranial layers visible in orthoslice views (Fig. 1J,K). In *Wnt1-Cre;Fgfr2^−/−^* mice, the AF persisted, and regions of the frontal and sagittal sutures that it prefigures failed to form (Fig. 1M,N). Together, these results show that *Fgfr2* is necessary for AF closure.

**Fig. 1.**
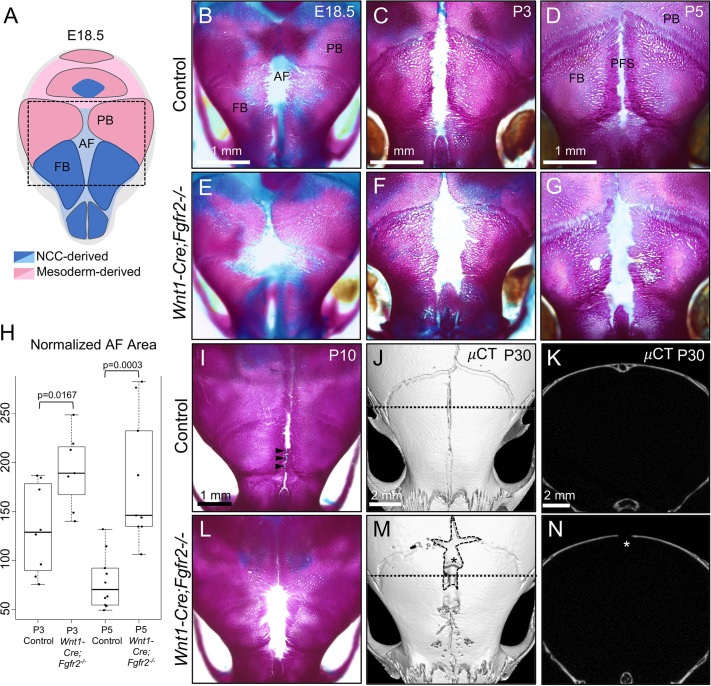
***Fgfr2* is required in NCC-derived mesenchyme for closure of the AF and formation of PFS.** (A) Diagram representing the tissue origins of the calvarial vault. NCC-derived regions are depicted in blue and paraxial mesoderm-derived regions are depicted in pink. Darker shades of either color represent bone while lighter shades represent fibrous connective tissue, including the fontanelle. (B-G) Wholemount skeletal preparation staining using Alizarin Red (bone) and Alcian Blue (cartilage) showing morphological differences between the AF of controls and *Wnt1-Cre;Fgfr2^−/−^* littermates throughout development. (B,E) At E18.5, *Wnt1-Cre;Fgfr2^−/−^* mice showed a slightly wider anterior fontanelle compared to control. (C,D,F,G) By P3 and P5, the difference became more pronounced as the frontal bones of *Wnt1-Cre;Fgfr2^−/−^* mutants failed to approximate. (H) Quantification of the normalized AF area at P3 and P5 showed statistically significant differences between control and *Wnt1-Cre;Fgfr2^−/−^* mice. The box represents the upper and lower quartiles, with the median indicated by a horizontal line. Each dot represents an individual sample and the whiskers represent the range (highest and lowest) measurements in the group. (I,L) At P10, the control PFS began to fuse anteriorly, forming cartilage adjacent to the jugum limitans, while *Wnt1-Cre;Fgfr2^−/−^* mutants completely lacked this cartilage as frontal bones still failed to advance. (J,K,M,N) μCT scans of *Wnt1-Cre;Fgfr2^−/−^* mutant and littermate control at P30 showed a persistent AF (marked with asterisk) and dysmorphia of the anterior PFS. Dotted lines in J and M correspond to orthoslices that showed lack of frontal suture formation (asterisk; K,N). AF, anterior fontanelle; FB, frontal bone; PFS, posterior frontal suture; PB, parietal bone. At least seven littermate pairs were analyzed for each stage.

### Loss of *Fgfr2* blocks posterior frontal suture formation within the AF

The posterior frontal suture (PFS), which forms within the AF, undergoes normal fusion in the endocranial domain through a cartilage intermediate. To identify histogenic changes in PFS development, Hall-Brunt Quadruple stain (HBQ) was used to distinguish bone and cartilage (Hall, 1986). In control mice at P5, the paired frontal bones approximated in the ectocranial domain and secondary osteogenic fronts formed within the endocranial domain (Fig. 2A). The frontal bones of *Wnt1-Cre;Fgfr2^−/−^* mice, however, remained far apart and the secondary osteogenic fronts within the endocranial domain were missing (Fig. 2B). In control mice at P7, the cartilage template that prefigures the fused endocranial layer of the PFS began to condense, becoming more differentiated at P11 and P13 (Fig. 2C,E,G). Conversely, the frontal bones of *Wnt1-Cre;Fgfr2^−/−^* mice remained separated and showed no evidence of cartilage formation in the endocranial domain (Fig. 2D,F,H). Together, these results show that *Fgfr2* is necessary for normal formation and fusion of the PFS within the AF.

**Fig. 2.**
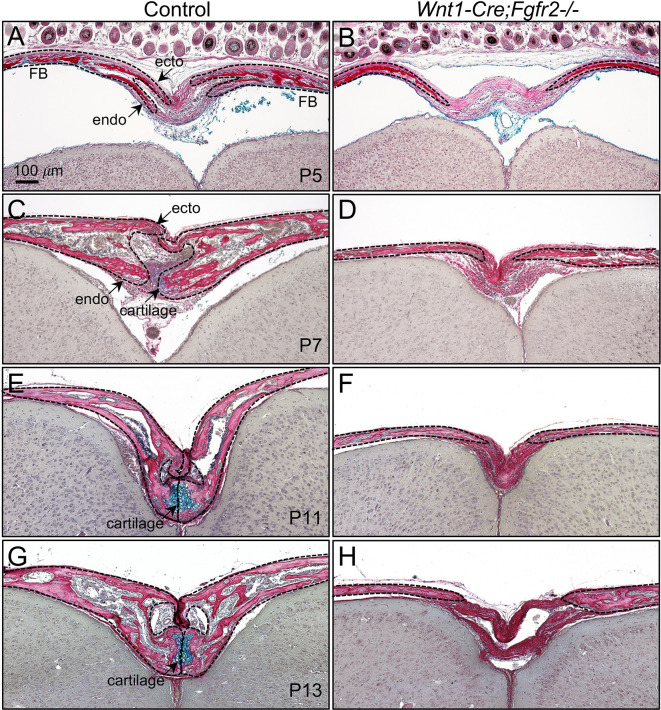
***Fgfr2* is required in NCC-derived mesenchyme for closure of the AF.** (A-H) HBQ-stained coronal sections at crucial stages of PFS development. (A,B) The ectocranial (ecto) and endocranial (endo) layers of the PFS formed in controls at P5, but only the frontal bone fronts were identified in *Wnt1-Cre;Fgfr2^−/−^* mutants. (C,D) At P7, when cartilage (blue) begins to condense in the endocranial layer of the PFS in control, there was no evidence of cartilage in *Wnt1-Cre;Fgfr2^−/−^* mice. (E-H) At P11 and P13, when the endocranial cartilage matures and begins to ossify in control, there remained no cartilage in *Wnt1-Cre;Fgfr2^−/−^* mutants and the frontal bones were separated by connective tissue. At least four littermate pairs were analyzed per stage. Dashed lines outline frontal bone and osteogenic fronts.

### *Fgfr2* regulates cell identity in the AF

To better understand *Fgfr2*^+^ cell populations in the developing AF, we analyzed a previously published single-cell RNA sequencing (scRNA-seq) dataset of the developing frontal suture at E18.5, which included the paired osteogenic fronts of the frontal bones and intervening AF connective tissue (FaceBase dataset 1-4TT6; Holmes et al., 2020). Re-analysis of this dataset using Seurat identified nine mesenchymal clusters with similar gene enrichment to those previously reported (Fig. 3A,C) (Holmes et al., 2020). Violin plots showed enriched *Fgfr2* expression in cell clusters we designated AF1 and AF2 based on their expression of genes associated with ligament-like connective tissue, including *Scx*, *Tnmd*, *Mkx*, and *Matn4* (Fig. 3B). Interestingly, AF2 was distinct from AF1 based on its enriched expression of the chondrogenic gene *Sox9* and tenogenic gene *Egr1* (Fig. 3B). This is consistent with a previous study that showed *Sox9* to be indispensable for closure of the PFS through endochondral-like ossification (Sahar et al., 2005). *Fgfr2* expression was most enriched in the osteogenic populations, including the osteoblasts (OB) cluster, marked by *Ibsp* expression, and the osteogenic front (OF) 1 and 2 clusters, which expressed pro-osteogenic genes *Npnt* and *Sp7* (Fig. 3B). Interestingly, *Sp7* has been implicated in regulating cellular recruitment at advancing bone fronts (Kague et al., 2016; Wang et al., 2022). Compared to OF1, the OF2 cluster was enriched for AF2-related genes including *Sox9* and *Egr1*. Relatively lower levels of *Fgfr2* were expressed in the dura mater (DM) cluster, which was marked by expression of *Cxcl12* (Fig. 3B) (Holmes et al., 2020). While *Fgfr2* expression was not enriched in the ectocranial mesenchyme (EM) cluster, marked by *C1qtnf3* and *Igfbp3*, or the hypodermis (HD) cluster, marked by *Clec3b*, these clusters expressed the FGFR2 ligand *Fgf18* (Fig. 3B) (Farmer et al., 2021). *Fgf9* and *Fgf2*, the only other FGF ligands detected in the dataset, were also enriched in the EM cluster. RNAScope fluorescent *in situ* hybridization at E18.5 validated that the spatial distribution of *Fgfr2-IIIc* (the mesenchymal-specific variant of *Fgfr2*) expression overlapped with expression domains for the AF1 and AF2 marker *Tnmd* and the OF1 and OF2 marker *Sp7* (Fig. 3D,E). Pseudotime analysis performed with Monocle 3 predicted that the AF1 and AF2 clusters follow distinct developmental trajectories to give rise to OF1 and OF2, respectively, and converge on an osteogenic identity (Fig. 3F) (Cao et al., 2019). This likely represents the distinct contribution of *Sox9*^+^ AF2 cells to endochondral-like bone that forms within the endocranial domain of the PFS. Cellular communication modeling using CellChat indicated that FGFs expressed in the EM signal to FGFR-expressing cells in the AF and OF populations (Fig. 3G,H) (Jin et al., 2021).

**Fig. 3.**
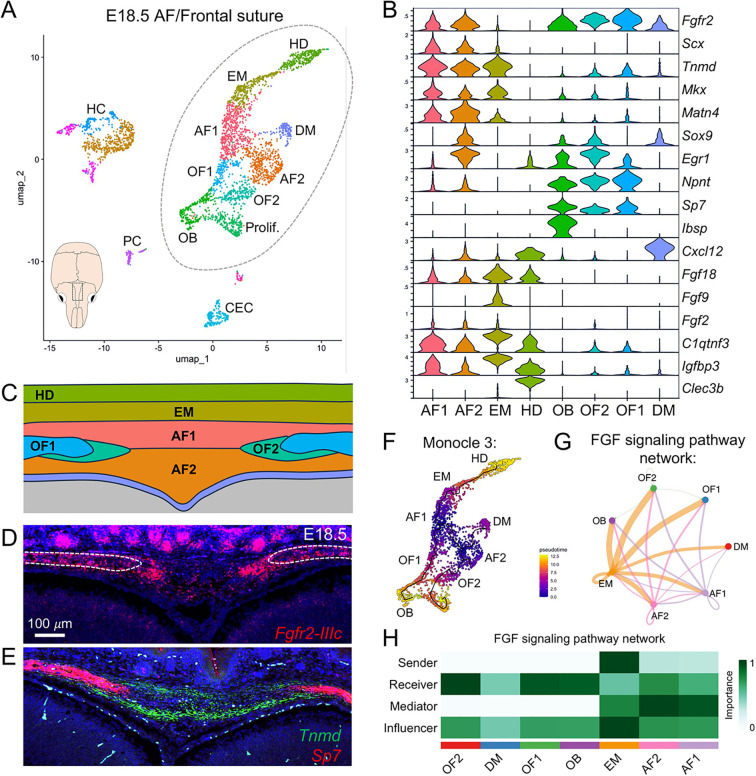
**scRNA-seq identifies heterogeneous cell populations within the developing AF.** (A) Uniform manifold approximation and projection (UMAP) visualization for scRNA-seq of the E18.5 frontal suture. Mouse skull diagram with boxed region highlights the tissue collected for analysis. Dashed circle outlines the mesenchymal cell types that were more closely delineated in our analysis. (B) Violin plots showing mesenchymal clusters enriched for *Fgfr2* expression along with cluster-specific gene expression. (C) Diagram of the developing AF showing the precise locations of each mesenchymal cell cluster based on our analysis and a previous study that described this dataset (Holmes et al., 2020). Colors coordinate with cluster identities shown in A and B. (D,E) *In situ* hybridization validated expression of *Fgfr2-IIIc* (red) in OF1 and OF2, marked by *Sp7* (red), and AF1 and AF2, marked by *Tnmd* (green), in the AF at E18.5. Dashed lines in D outline osteogenic fronts. (F) Pseudotime analysis performed with Monocle 3 predicted that cells in AF1 and AF2 clusters differentiate into OF1 and OF2, respectively. (G,H) CellChat analysis predicted that the ectocranial mesenchyme (EM) is a source of FGFs that signal to FGFR-expressing cells in the anterior fontanelle (AF1 and AF2 clusters) and the osteogenic front (OF1 and OF2 clusters), with the osteogenic cells (OF1, OF2, and OB) being the primary receivers. AF, anterior fontanelle; CEC, capillary endothelial cells; DM, dura mater; EM, ectocranial mesenchyme; HC, hematopoietic cells; HD, hypodermis; OB, osteoblasts; OF, osteogenic front; PC, pericytes; Prolif., proliferating osteoblasts.

To determine how loss of *Fgfr2* impacts the cell populations identified by scRNA-seq, we examined changes in cluster-enriched gene expression in the developing AF at E18.5 using RNAScope *in situ* hybridization. In the control, *Scx*, which marks the AF1 and AF2 clusters, was expressed in the AF connective tissue between the bone fronts with highest expression in the ectocranial region (Fig. 4A). The expression domain of *Scx* expression was expanded in *Wnt1-Cre;Fgfr2^−/−^* littermates, likely indicative of the increased size of the AF in mutants (Fig. 4B, asterisks). An expanded domain of Scx-GFP expression was also seen at this stage in *Wnt1-Cre;Fgfr2^−/−^* compared to controls (Fig. 4C,D, asterisks). *Sp7*, a marker for the OF1 and OF2 clusters, was expressed in osteogenic fronts of controls and reduced in *Wnt1-Cre;Fgfr2^−/−^* littermates (Fig. 4E,F,G,H). In control, *Sox9*, a marker for the AF2 and OF2 clusters, was expressed in the endocranial region of the AF and within the osteogenic fronts (Fig. 4E,E′). Expression of *Sox9* was reduced in the AF and osteogenic fronts of *Wnt1-Cre;Fgfr2^−/−^* littermates (Fig. 4F,F′, arrowhead). By contrast, no difference in the expression of *Fgf18*, a marker for the EM cluster, was detected (Fig. 4G,H). Together, these results provide evidence that transcriptionally distinct populations of AF cells occupy spatially separate domains, and their markers are differentially impacted by loss of *Fgfr2*.

**Fig. 4.**
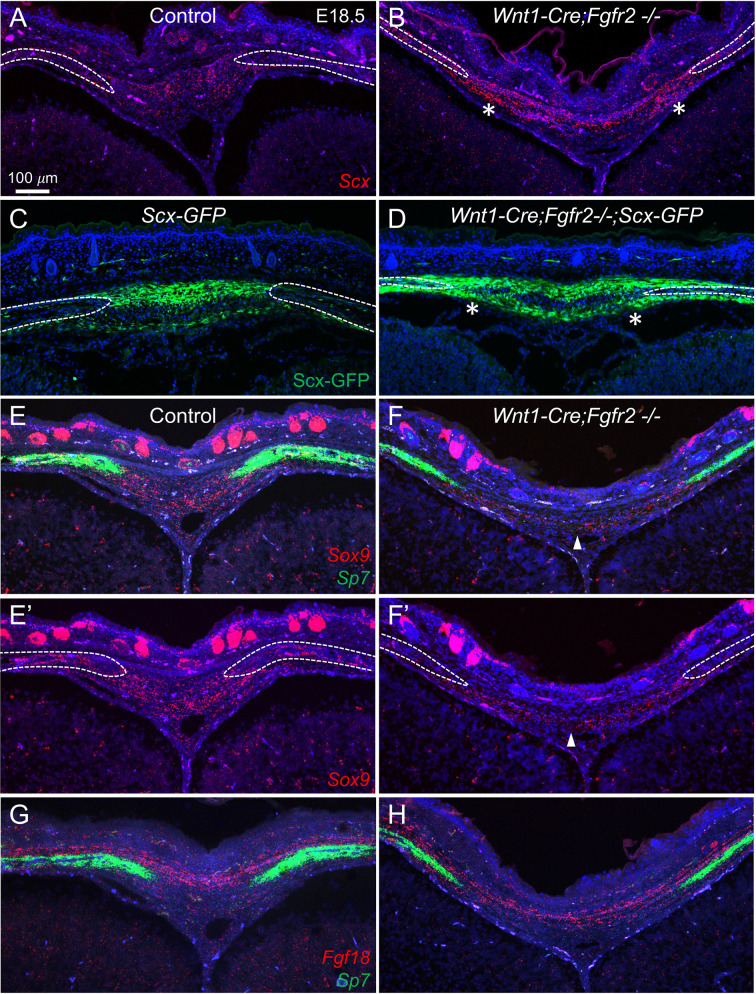
**Expression of cell type-specific genes are altered in AF of *Wnt1-Cre;Fgfr2^−/−^* embryos.** (A-H) *In situ* hybridization with RNAScope was used to identify changes in cluster-specific gene expression in the AF at E18.5. (A,B) *Scx*, a marker for AF1 and AF2, was expressed within the AF in control. This expression domain was expanded towards the osteogenic fronts in the *Wnt1-Cre;Fgfr2^−/−^* mutant AF (asterisks). (C,D) A similar expansion of Scx-GFP was seen in the *Wnt1-Cre;Fgfr2^−/−^* mutant AF compared to control (asterisks). (E,E′) In control, *Sox9*, a marker for AF2 and to a lesser extent OF2, was localized to the endocranial domain of the AF and within the bone. *Sp7*, a marker for OF1 and OF2, was expressed throughout the bone. (F,F′) In the *Wnt1-Cre;Fgfr2^−/−^* AF, *Sox9* expression was reduced within the AF (arrowhead) and largely missing from the bone labeled with *Sp7.* (G,H) The domain of *Fgf18* expression in the EM showed little to no difference between control and *Wnt1-Cre;Fgfr2^−/−^* mutant AF relative to the osteogenic fronts marked by *Sp7* expression. Lines in E′ and F′ indicate the domain of *Sp7* expression in E and F. Dashed lines in other panels delineate the frontal bones. *n*=3 littermate pairs per stage.

### *Fgfr2* is required for osteogenic differentiation of AF cells

Very little is known about the AF connective tissue cells and their role in frontal suture formation. To observe AF connective tissue cells during calvarial development, we employed a Scx-GFP transgenic reporter mouse that has been previously used to study tendon and ligament development (Pryce et al., 2007). At E18.5, Scx-GFP was expressed in all calvarial sutures and fontanelles, as well as in the immediately adjacent bone (Fig. S1A,C). At P3, when the frontal suture had largely replaced the AF, Scx-GFP expression was confined to the suture connective tissue (Fig. S1B,D). Sections through the AF at these stages revealed a bi-layered expressional pattern of Scx-GFP representing the ecto- and endocranial layers of the AF at E18.5 and P3, as well as some GFP^+^ cells observed within the frontal bones at P3 (Fig. S1E,F). At P3, Scx-GFP expression in the ectocranial layer likely marked the developing suprasutural ligament.

We next examined osteogenic differentiation within the AF of *Wnt1-Cre;Fgfr2^−/−^* mice using immunofluorescent detection of RUNX2, an early marker of osteoblasts, along with Scx-GFP to discriminate the AF connective tissue. At P0, RUNX2^+^ cells were enriched within the osteogenic fronts of the paired frontal bones, and Scx-GFP expression was localized to cells in the ecto- and endocranial layers of the AF in both control and *Wnt1-Cre;Fgfr2^−/−^* mice (Fig. 5A,B). In control mice at P3, RUNX2 expression was activated in SCX^+^ cells located in the endocranial layer of the AF connective tissue, and SCX^+^/RUNX2^+^ double-positive cells were found in the advancing frontal bones (Fig. 5C, arrowheads). SCX^+^/RUNX2^+^ cells failed to form in the endocranial layer of *Wnt1-Cre;Fgfr2^−/−^* mice, remaining exclusively SCX^+^ within the AF (Fig. 5D, asterisks). The ectocranial layer of SCX^+^ cells spanning and overlaying the frontal bones at this stage remained similar between control and mutant mice (Fig. 5C,D, arrows). In controls at P5, RUNX2^+^ cells coalesced at the approximating endocranial osteogenic fronts to form the PFS, and SCX^+^/RUNX2^+^ cells showed contribution to the approximating bone fronts (Fig. 5E, arrowheads). Meanwhile, a portion of the ectocranial layer in control mice remained occupied by SCX^+^ connective tissue that will become the suprasutural ligament **(**Fig. 5E, arrow**)**. Conversely, in *Wnt1-Cre;Fgfr2^−/−^* mice the AF remained patent and very few SCX^+^/RUNX2^+^ were detected in the osteogenic fronts or bones (Fig. 5F, asterisks).

**Fig. 5.**
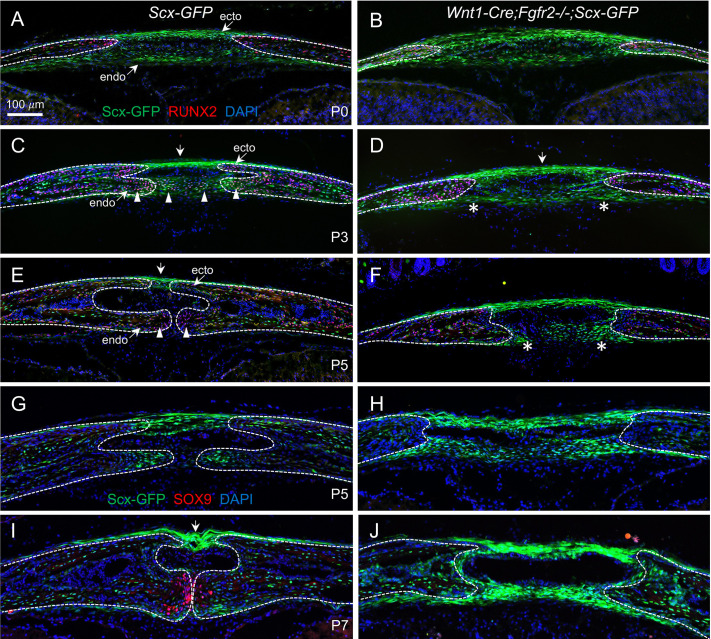
***Fgfr2* is necessary for differentiation of SCX^+^ cells of the AF into skeletogenic cells expressing RUNX2 and SOX9 during PFS formation.** (A,B) Scx-GFP (green) expression along with immunofluorescence labeling of the preosteoblast marker RUNX2 (red) showed that SCX^+^ cells within the AF are non-osteogenic in control and *Wnt1-Cre;Fgfr2^−/−^* mice at P0. (C,D) In control at P3, during PFS formation, SCX^+^ cells within the AF began to express RUNX2 (SCX^+^/RUNX2^+^) (arrowheads). A subset of SCX^+^ cells in the ectocranial domain remained RUNX2 negative (arrow). RUNX2 remained undetectable in SCX^+^ cells within the *Wnt1-Cre;Fgfr2^−/−^* AF (asterisks). (E,F) In control at P5, after the PFS is established, most SCX^+^ cells expressed RUNX2 (arrowheads) with the exception of SCX^+^ cells just above the suture that will form the suprasutural ligament (arrow). In *Wnt1-Cre;Fgfr2*^−/−^ mice, most SCX^+^ cells in the endocranial domain remain RUNX2 negative (asterisks). (G,H) Scx-GFP (green) expression along with immunofluorescence labeling of the chondrocyte marker SOX9 (red) identified no SOX9^+^ cells in the PFS of control or *Wnt1-Cre;Fgfr2^−/−^* mice at P5. (I,J) At P7, SCX^+^ cells began expressing SOX9 (SCX^+^/SOX^+^) within the endocranial domain of the control PFS, whereas SOX9^+^ cells failed to form in the *Wnt1-Cre;Fgfr2^−/−^* PFS. Arrow indicates a suprasutural ligament. Dashed lines in each panel outline osteogenic fronts. *n*=3 littermate pairs per stage.

To detect chondrogenic differentiation, we performed immunofluorescent detection of SOX9, an early marker for chondrocytes. SOX9 was not detected in the PFS at P5 in control or *Wnt1-Cre;Fgfr2^−/−^* mice (Fig. 5G,H), but a population of SOX9^+^ cells appeared in the endocranial region of the suture midline in controls by P7 (Fig. 5I). At this stage, the SCX^+^ suprasutural ligament was clearly distinguishable (Fig. 5I, arrow). In *Wnt1-Cre;Fgfr2^−/−^* mice, however, SOX9 expression remained undetectable, and the persistent AF was occupied by SCX^+^ cells that structurally resembled suprasutural ligament in both the ecto- and endocranial layers (Fig. 5J). We then investigated whether the loss of SOX9^+^ cells could be caused by cell death in the *Wnt1-Cre;Fgfr2^−/−^* mice. Immunofluorescence for cleaved-caspase showed no cell death in controls or *Wnt1-Cre;Fgfr2^−/−^* mutants at P0, P3, or P5 (Fig. S2). Together, these results strongly indicate that the SCX^+^ cells of the AF connective tissue normally undergo regionally selective differentiation to contribute to intramembranous bone, endochondral bone, and ligament in the PFS, and that the persistent AF in *Wnt1-Cre;Fgfr2^−/−^* mice is largely caused by failed differentiation of SCX^+^ cells into RUNX2^+^ and SOX9^+^ skeletogenic cells.

*Fgfr2* has a well-established role in regulating proliferation and differentiation in the developing sutures. We next investigated how loss of *Fgfr2* impacts proliferation during AF closure using 5-ethynyl-2-deoxyuridine (EdU) pulse-chase experiments, since persistence of the AF in *Wnt1-Cre;Fgfr2^−/−^* mice could be due to increased proliferation in the AF and/or decreased proliferation in the osteogenic fronts of the frontal bone. At E18.5, no statistically significant differences were identified in the percentage of proliferating cells within the AF connective tissue or osteogenic fronts of the paired frontal bones (*P*>0.02) (Fig. S3A-C). When these regions were combined, a statistically significant difference in proliferation of <1% was seen between control and *Wnt1-Cre;Fgfr2^−/−^* mice (6% in total control versus 5.1% in total mutant; *P*=0.02, *n*=7) (Fig. S3C). At P3, EdU pulse-chase showed a significant difference in proliferation of 2.3% between control and mutant mice (9.6% in total controls versus 7.3% in total mutant; *P*=0.004, *n*=6) (Fig. S3D-F). This difference was primarily driven by a decrease in the proliferative rate of the *Wnt1-Cre;Fgfr2^−/−^* AF connective tissue cells (6.8% in control versus 4.9% in mutants; *P*=0.001, *n*=6). Proliferation rates in the bone fronts were not statistically significantly different between mutant and control (Fig. S3F). Therefore, it is unlikely that a changes in proliferation in *Wnt1-Cre;Fgfr2^−/−^* mice lead to the persistent AF phenotype.

### Cells of the AF are non-autonomously regulated by *Fgfr2*

To determine the fate of AF cells during PFS formation, we traced *Scx-*lineage (Scx^LIN^) and *Sox9*-lineage (Sox9^LIN^) cells at P4 and P7. In *Scx-Cre;TdTomato:Ai9* mice at P4, Scx^LIN^ cells occupied the osteogenic fronts of the frontal bones, as well as the ecto- and endocranial layers of the AF (Fig. S4A). At P7, the contribution of Scx^LIN^ cells to the ecto- and endocranial layers of the AF had increased, occupying the mid-suture, osteogenic fronts of the frontal bones, and the suprasutural ligament (Fig. S4B). In *Sox9-CreERT2;TdTomato:Ai9* mice induced with tamoxifen at P2 and P3, Sox9^LIN^ cells were enriched in the endocranial domain of the AF and also contributed to the frontal bones at P4 (Fig. S4C). At P7, the Sox9^LIN^ cells contributed to the condensing cartilage in the endocranial domain of the PFS (Fig. S4D). These results show that different cell populations of the AF make direct and region-specific contributions to the PFS.

We next tested the extent to which *Fgfr2* is required in *Scx*- and *Sox9*-expressing cells during AF development. Wholemount skeletal staining of *Scx-Cre;Fgfr2^−/−^* mice at P5 and P7 showed that the AF closure is indistinguishable from littermate controls (Fig. 6A-D). Since feature plots of the scRNA-seq dataset identified cells within the AF1 and AF2 clusters that co-express *Fgfr2* and *Scx* (Fig. S4E), we concluded that loss of *Fgfr2* in *Scx*^+^ cells was not sufficient to recapitulate the AF and PFS phenotypes seen in *Wnt1-Cre;Fgfr2^−/−^* mice. Wholemount skeletal staining of *Sox9-CreERT;Fgfr2^−/−^* mice at P5 following tamoxifen induction at E17.5 and 18.5 revealed that AF closure was indistinguishable from littermate controls (Fig. 6E,F). The same result was found when *Sox9-CreERT;Fgfr2^−/−^* mice were induced at P0 and collected at P7 (Fig. 6G,H). However, histological examination of the PFS in *Sox9-CreERT;Fgfr2^−/−^* mice at P9 following tamoxifen inductions at P2 and P3 showed loss of the endocranial cartilage (Fig. 6I,J). Feature plots of the scRNA-seq dataset identified cells within the AF2 and OF2 clusters that co-express *Fgfr2* and *Sox9* (Fig. S4F). Thus, although there is some autonomous requirement for *Fgfr2* during endochondral-like fusion of the PFS, it is not required in *Sox9*^+^ cells for AF closure.

**Fig. 6.**
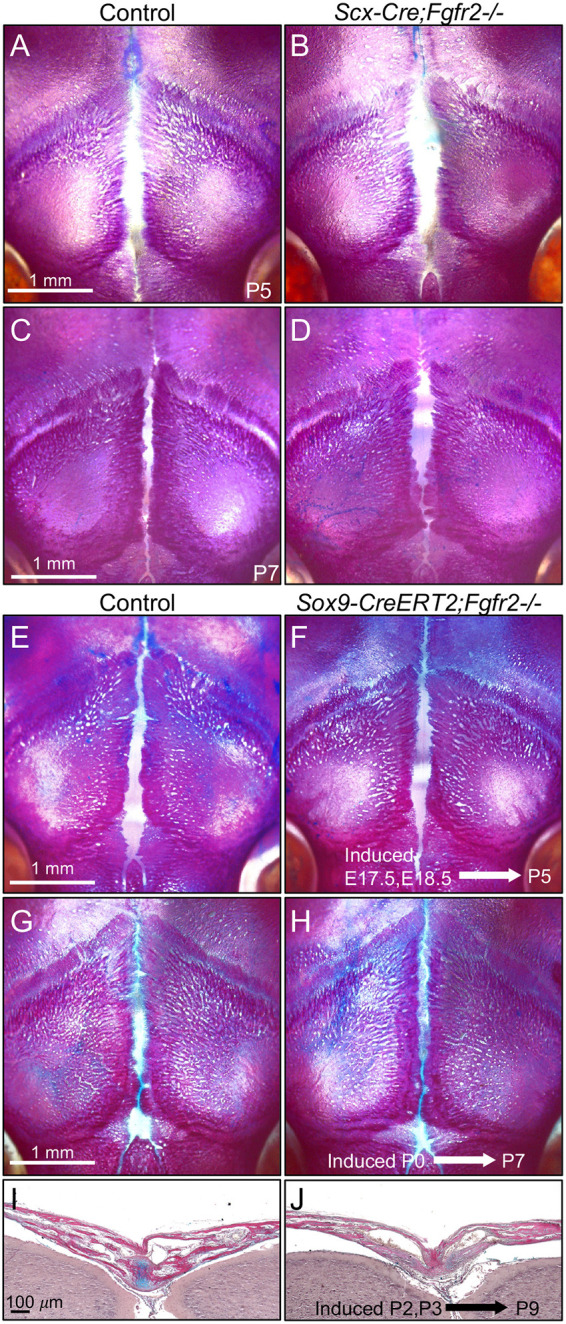
***Fgfr2* is not required in *Scx*^+^ or *Sox9*^+^ cells during AF closure.** (A-D) Wholemount Alizarin Red and Alcian Blue staining at P5 and P7 showed *Scx-Cre;Fgfr2^−/−^* mice, like their littermate controls, showed normal closure of the AF and formation of the PFS. *n*=3 littermate pairs per stage. (E,F) Wholemount Alizarin Red and Alcian Blue staining in *Sox9-Cre-ERT2;Fgfr2^−/−^* and littermate controls at P5 following tamoxifen induction at E17.5 and E18.5 showed normal AF closure. (G,H) Wholemount Alizarin Red and Alcian Blue staining in *Sox9-Cre-ERT2;Fgfr2^−/−^* and littermate controls at P7 following tamoxifen induction at P0 showed normal AF closure. (I,J) HBQ staining of the PFS at P9 following tamoxifen induction at P2 and P3 shows loss of cartilage (blue) in the endocranial layer in *Sox9-Cre-ERT2;Fgfr2^−/−^* mutants compared to littermate controls. *n*=4 littermate pairs per stage, per experiment.

### Fgfr2 regulates expression of WNT pathway members in the AF

To determine the molecular mechanisms through which *Fgfr2* regulates differentiation within the AF, we performed bulk RNA-seq of the control and *Wnt1-Cre;Fgfr2^−/−^* AF at E18.5, when a phenotypic difference was first detected. 

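The AF region was taken from 5 control and 5 *Wnt1-Cre;Fgfr2-/-* embryos at E18.5, with the suture connective tissue and bone and without skin and brain. Wnt1-Cre expresses Cre recombinase in neural crest cells, so that a floxed *Fgfr2* allele is recombined in the mesenchyme they form. Bulk RNA-seq measures the transcripts of all cells of the excised tissue together. Stranded libraries were sequenced as single-end reads. The authors deposited an estimated count for each of 23080 genes in each library, listed by gene symbol and not scaled between libraries. The counts summed to between 21814198 and 28515434 in the control libraries (median 24785705) and to between 20774667 and 25748619 in the mutant libraries (median 23594522), and these totals, in place of the number of sequenced reads that the paper states, are the depth used here. The ribosomal RNA gene CT010467.1 took 20.8% to 32.1% of the counts in controls and 18.6% to 33.5% in mutants. The paper's text names Partek Flow for differential expression, but not the aligner, the counting tool, its use of strand or the genome build. Gene positions are given on GRCm38, since 22296 of the 22533 symbols found in GENCODE M21 had the same start and end in the authors' table. Counts were rounded to whole numbers and expressed as CPM (counts scaled to the library total) after TMM normalization, with factors from 0.90 to 1.13. The 16267 genes that passed edgeR's expression filter were compared by its quasi-likelihood test with Benjamini-Hochberg adjustment, without pairing the libraries. The biological coefficient of variation between libraries was 18.9%. Pearson's correlation of log2 CPM across genes was 0.955 to 0.980 for the 20 pairs of libraries of one genotype, and all of these pairs differed by more than sampling noise.

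The targeted gene, *Fgfr2*, was measured first. It lies on chromosome 7 from 130162451 to 133123350, a span that 38 other annotated genes overlap and in which *Ctbp2* shares exon bases with it on the same strand. *Fgfr2* was at 199.5 ± 21.7 CPM in controls and 318 ± 32.8 CPM in mutants (SD, n = 5 each). The 5 mutant libraries, at 273 to 357 CPM, were all above the 5 control libraries, at 176 to 235 CPM (two-sided exact permutation test, p = 0.00794, the smallest that 5 against 5 allow). The log2 fold change was 0.67 (standard error 0.090, adjusted p = 0.0487 from edgeR's quasi-likelihood test). A count per gene sums all transcripts of the locus, so it does not separate transcripts of a recombined allele from those of an intact one. The paper calls the product of the floxed allele a functional null, without saying whether its transcript is lost. The rise in total *Fgfr2* counts therefore neither bears out nor contradicts the labels. The groups are called control-labelled and mutant-labelled libraries, and directions are given by label.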

Heat map analysis of the differentially expressed genes showed that RNA expression profiles of control and *Wnt1-Cre;Fgfr2^−/−^* littermates have significant, genotype-specific differences (Fig. 7A). 

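Among the genes tested, 3 differed between the control-labelled and mutant-labelled libraries at an adjusted p-value under 0.05. Besides *Fgfr2*, these were *H2az2* and *Scube2*. *H2az2*, which encodes a variant of histone H2A and lies on chromosome 11 from 6427229 to 6444443, fell from 27.4 ± 1.64 to 13.8 ± 0.975 CPM (SD, n = 5 each), with a log2 fold change of −0.99 (standard error 0.066, adjusted p = 9.09e-05 from edgeR's quasi-likelihood test). *Scube2*, on chromosome 7 from 109798676 to 109865679, rose from 7.62 ± 1.18 to 15.3 ± 2.19 CPM (SD, n = 5 each), with a log2 fold change of 1.01 (standard error 0.130, adjusted p = 0.0487 from the same test). For both genes all libraries of one label lay to one side of all libraries of the other. At an unadjusted p-value under 0.05 there were 1219 genes, 598 higher and 621 lower in the mutant-labelled libraries, a count that 17 of 100 splits of the libraries into 5 and 5, the real one included, reached. In 241 genes, 1.48% of those tested, the 2 groups did not overlap, against 0.794% on average over regroupings. Among the alternatives at the same adjusted threshold, DESeq2's Wald test moved the count most, to 97 genes (56 higher, 41 lower). Of 25 splits fitted with DESeq2, 2 gave as many genes, the real one included, a share that does not exclude chance. With edgeR, leaving out one library at a time gave 1 to 6 genes, with 6 when mutant-labelled replicate 2 was left out. *H2az2* was among them each time, while *Fgfr2* and *Scube2* stayed under the threshold only without control-labelled replicate 2 and without mutant-labelled replicate 2. The first principal component of log2 CPM held 24.2% of the variance, and on it the control-labelled libraries, from −34.6 to 16.2, lay within the range of the mutant-labelled libraries, from −37.3 to 52.0.

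**Figure D1:**
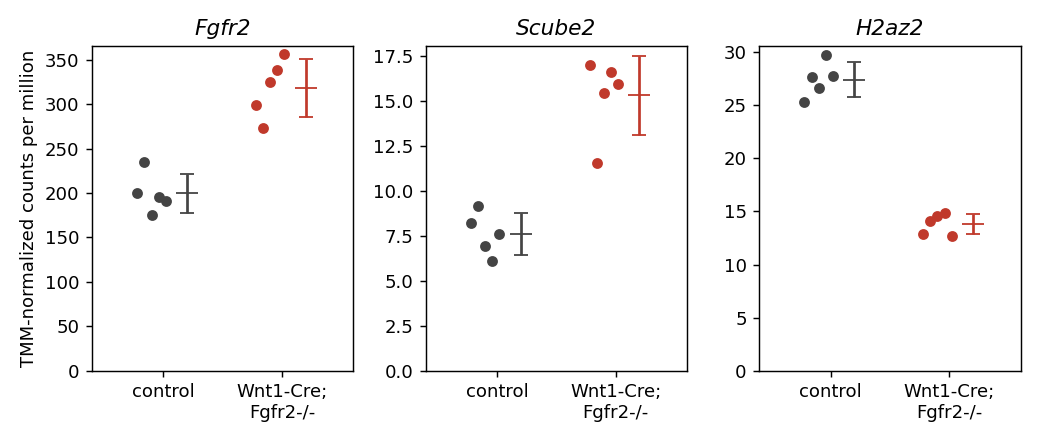
Normalized counts (CPM, vertical axes starting at 0) of *Fgfr2*, *Scube2* and *H2az2* in each library, by label. Points are libraries (n = 5 per label), and horizontal lines and bars give the mean and SD. *Fgfr2* and *Scube2* are higher and *H2az2* is lower in all mutant-labelled libraries than in all control-labelled libraries.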

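Pathway lists for WNT signaling (114 genes tested), axon guidance (96), extracellular matrix–receptor interaction (84), focal adhesion (159) and hedgehog signaling (13) were written by hand before the data were examined, since the gene lists behind the GO analysis of Fig. 7B were not used here. None of the 3 genes with an adjusted p-value under 0.05 belonged to any of these lists (one-sided Fisher's exact test against all genes tested, adjusted p = 1 for each of the 5 lists), a test with little power, as chance gives at most 0.0293 of so few genes in a list. The rotation test fry asks whether genes of a list differ between the groups in either direction, not whether they differ more than other genes. Adjusted over the 5 lists, it gave p-values of 0.00765 for WNT signaling and for matrix–receptor interaction and 0.0103 for focal adhesion. It gave 0.0128 for hedgehog signaling and 0.0357 for axon guidance. As small a fry p-value came from 3 to 7 of 100 splits of the libraries, the real one included, with 7 for axon guidance and 6 for hedgehog signaling. The median log2 fold changes of the lists were small, 0.019 for WNT signaling and 0.082 for axon guidance. With genes at an unadjusted p-value under 0.05 in place of an adjusted one, a threshold chosen after the data were seen, all 5 lists held more such genes than expected. By this threshold the WNT list held 20 genes against 8.54 expected (9 higher and 11 lower by label, odds ratio 2.65, adjusted p = 7.2e-04 by Fisher's exact test), and the axon guidance list held 19 against 7.19 expected (17 higher and 2 lower, odds ratio 3.08, adjusted p = 3.9e-04). The other three lists held 15 genes against 6.29 expected (matrix–receptor interaction), 21 against 11.9 (focal adhesion) and 4 against 0.974 (hedgehog signaling). When a fold change of at least 1.5 was also required, a threshold set before the data were examined, no list was over-represented, and the WNT list held 3 genes against 2.26 expected.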

Gene ontology (GO) analysis of these genes indicated differential expression of members of the WNT signaling pathway, as well as genes related to focal adhesion, extracellular matrix–receptor interaction, and axon guidance (Fig. 7B). Previous studies have identified a role for WNT signaling in the developing suture, where this pathway works cooperatively with FGF signaling to determine skeletogenic cell fate (Liao et al., 2022; Quarto et al., 2010; Maruyama et al., 2010). Dot plots of WNT pathway members showed that secreted inhibitors *Sfrp4*, *Notum*, and *Wif1*, along with the WNT potentiator *Lgr6* were downregulated in the *Wnt1-Cre;Fgfr2^−/−^* AF (Fig. 7C). By contrast, the WNT/β-catenin target gene and WNT signaling potentiator *Lgr5*, *Wnt11*, and the context-dependent WNT modulator *Sfrp2* were upregulated in the *Wnt1-Cre;Fgfr2^−/−^* AF (Fig. 7C). 

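By label, *Sfrp4*, *Notum*, *Wif1* and *Lgr6* were all lower in the mutant-labelled libraries, in each of which their normalized counts were below those of every control-labelled library (two-sided exact permutation test of log2 CPM, p = 0.00794 for each gene). *Sfrp4*, on chromosome 13 from 19623104 to 19632994, fell from 16.3 ± 3.43 to 9.72 ± 1.65 CPM (SD, n = 5 each), with a log2 fold change of −0.74 (standard error 0.155). *Notum*, on chromosome 11 from 120653788 to 120661175, fell from 4.65 ± 1.02 to 2.86 ± 0.279 CPM, with a log2 fold change of −0.70 (standard error 0.161). These values rest on 58 to 163 counts per library, and exons of 2 annotated genes on the opposite strand, *Notumos* and *Myadml2os*, overlap those of *Notum*. *Wif1*, on chromosome 10 from 121033960 to 121100650, fell from 259 ± 21.8 to 202 ± 20.0 CPM, with a log2 fold change of −0.36 (standard error 0.081). *Lgr6*, on chromosome 1 from 134983301 to 135105276, fell from 48.4 ± 6.33 to 33.9 ± 3.71 CPM, with a log2 fold change of −0.51 (standard error 0.100). Adjusted over all genes tested, the p-values from edgeR's quasi-likelihood test were 0.208 for *Sfrp4*, 0.307 for *Notum*, 0.302 for *Wif1* and 0.184 for *Lgr6*, so none passed 0.05. DESeq2's Wald test gave adjusted p-values under 0.05 for all 4 genes, from 0.00219 for *Lgr6* to 0.0399 for *Notum*. That test also gave 337 genes under this threshold in a split of the libraries other than the real one, so its calls do not exclude chance. The fall in *Wif1* was close to the mean fall of the osteogenic markers *Npnt*, *Sp7* and *Ibsp* in the same libraries. These markers fell unequally, with log2 fold changes of −0.14, −0.24 and −0.58 in that order, so *Wif1* fell more than *Npnt* and *Sp7* and less than *Ibsp*. Log2 CPM of *Wif1* minus their mean was −0.72 ± 0.12 in control-labelled and −0.74 ± 0.20 in mutant-labelled libraries (SD, n = 5 each, exact permutation test, p = 0.794). Relative to the whole osteoblast list in place of these markers, *Wif1* differed by −0.096 (exact permutation test, p = 0.0317).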

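Of the genes of Fig. 7C that were higher by label, *Lgr5*, on chromosome 10 from 115450311 to 115587780, rose from 6.5 ± 1.95 CPM in control-labelled to 10.2 ± 1.05 CPM in mutant-labelled libraries (SD, n = 5 each). Its log2 fold change was 0.65 (standard error 0.184, adjusted p = 0.411 from edgeR's quasi-likelihood test), and the 2 groups overlapped at 9.16 CPM in the highest control-labelled and 8.65 CPM in the lowest mutant-labelled library (two-sided exact permutation test, p = 0.0159). *Wnt11*, on chromosome 7 from 98835112 to 98855195, rose from 7.36 ± 0.681 to 10.9 ± 2.18 CPM without overlap, with a log2 fold change of 0.56 (standard error 0.135). Exon bases of *Wnt11* are shared with *Gm8398* on the opposite strand. *Sfrp2*, on chromosome 3 from 83766321 to 83774316, rose from 415 ± 58.6 to 608 ± 105 CPM, with a log2 fold change of 0.55 (standard error 0.132), and its groups overlapped by a small margin, 459 against 470 CPM. *Sfrp2* likewise shares exon bases with an opposite-strand gene, *Gm26771*. The adjusted p-value over all genes tested was 0.321 for both *Wnt11* and *Sfrp2*. When the 7 genes of Fig. 7C were adjusted over the list alone, all 7 had adjusted p-values under 0.05, from 0.00166 to 0.0042. The list was chosen by the study on these libraries, so that adjustment is not independent evidence. Ranked by p-value among all genes tested, the 7 genes stood between rank 20 and rank 162. Directions were the same in all fits that each left out one library, between 0.53 and 0.82 for *Lgr5*.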

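The network of Fig. 7D holds 11 genes, of which *Fgfr2* alone had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, higher in the mutant-labelled libraries. At an unadjusted p-value under 0.05 there were 9. Apart from *Fgfr2* and the 7 genes of Fig. 7C, the network holds *Fgf18*, *Wnt9a* and *Wnt5a*. *Fgf18*, an FGF ligand on chromosome 11 from 33117430 to 33147400, was at 5.40 ± 1.57 CPM in control-labelled and 8.32 ± 2.27 CPM in mutant-labelled libraries (SD, n = 5 each), a log2 fold change of 0.62 (standard error 0.218, adjusted p = 0.568 from the same test; exact permutation test, p = 0.0397). *Wnt9a*, on chromosome 11 from 59306928 to 59333552, was at 25.5 ± 2.79 and 26.2 ± 3.59 CPM, a log2 fold change of 0.040 (standard error 0.100), which is within the spread between libraries and changed sign when normalization used library size only. *Wnt5a*, on chromosome 14 from 28504750 to 28527448, was at 32.2 ± 1.60 and 29.2 ± 2.65 CPM, a log2 fold change of −0.14 (standard error 0.067, adjusted p = 0.664), and shares exon bases with *Gm2670* on the opposite strand.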

String analysis of the WNT pathway genes found in our sequencing predicted likely interactions between the FGF and WNT pathways (Fig. 7D).

**Fig. 7.**
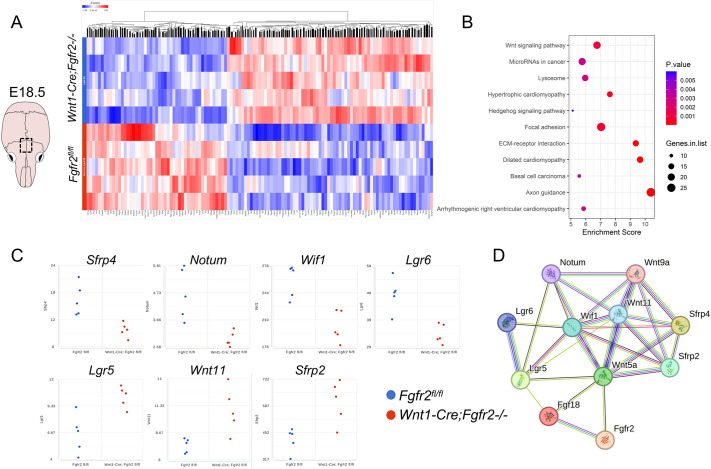
**Bulk RNA-seq reveals transcriptional differences in the AF of *Wnt1-Cre;Fgfr2^−/−^* embryos.** (A) Diagram of the E18.5 mouse calvarium showing the region (box) that was analyzed. Heatmap analysis revealing overall differences in gene expression between the AF of *Wnt1-Cre;Fgfr2^−/−^* (top rows) and littermate controls (bottom rows) (*n*=5 each for control and *Wnt1-Cre;Fgfr2^−/−^*). (B) GO analysis showing that differentially regulated genes were associated with focal adhesion, axon guidance, and WNT signaling. (C) Dot plots of differentially expressed genes associated with the WNT pathway showing that *Sfrp4*, *Notum*, *Wif1*, and *Lgr6* were downregulated in *Wnt1-Cre;Fgfr2^−/−^* mutants compared to controls. By contrast, *Lgr5*, *Wnt11*, and *Sfrp2* were upregulated in *Wnt1-Cre;Fgfr2^−/−^* mutants compared to controls. (D) String analysis inferred interactions between these differentially expressed WNT pathways members with *Fgfr2* and *Fgf18*. *n*=5 for control and Wnt1-Cre;Fgfr2^−/−^ littermate pairs.

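The genes that the paper names as markers of the AF and EM clusters were measured in the bulk libraries, and the longer cluster lists were not used here. The AF markers *Scx*, *Tnmd*, *Mkx* and *Matn4* were all higher by label in the mutant-labelled libraries, and so were the EM markers *C1qtnf3*, *Igfbp3*, *Fgf18*, *Fgf9* and *Fgf2*, except that *Fgf2* was lower when normalization used library size only (−0.012) and without control-labelled replicate 3 (−0.0020), and *Igfbp3* with an osteoblast score as a covariate (−0.0042). Among the AF markers, *Matn4* on chromosome 2 (164389393 to 164405160) rose from 84.3 ± 11.1 to 132 ± 23.6 CPM and *Tnmd* on chromosome X (133850980 to 133865577) from 44.1 ± 6.41 to 65.8 ± 13.5 CPM (SD, n = 5 each), and for both the groups did not overlap (exact permutation test, p = 0.00794). Exon bases of *Matn4* are shared with *Rbpjl* on the opposite strand. *Scx* rose by less, from 6.00 ± 1.43 to 7.67 ± 0.754 CPM, a difference within the range that regrouping the libraries gives (exact permutation test, p = 0.0635). The log2 fold changes were 0.64 for *Matn4*, 0.58 for *Tnmd*, 0.35 for *Scx* and 0.31 for *Mkx*, and the adjusted p-values over all genes from edgeR's quasi-likelihood test ran from 0.184 for *Matn4* to 0.656 for *Scx*. *Mkx* shares exon bases with AC148004.2 on the same strand. In the EM group the log2 fold changes of *C1qtnf3* and *Fgf9* were 0.36 and 0.30, and *Fgf2*, which shares exon bases with *Gm43439* and *Nudt6*, was within its standard error of no change. None of the 9 markers passed an adjusted p-value of 0.05, and at an unadjusted p-value under 0.05 there were 4 of the 4 AF markers and 2 of the 5 EM markers. *Sox9* and *Egr1*, which mark AF2 and OF2, had log2 fold changes of −0.013 and −0.22, neither of them past an unadjusted p-value of 0.05.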

By comparing differentially expressed genes identified in the RNA-seq analysis with the cluster-enriched genes from the scRNA-seq dataset, we found that 40 of 42 AF1-enriched genes, 19 of 25 AF2-enriched genes, and 46 of 48 EM-enriched genes identified were upregulated in the *Wnt1-Cre;Fgfr2^−/−^* AF (Fig. S5). 

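For the osteogenic clusters the paper's text and Fig. 3B name *Npnt*, *Sp7* and *Ibsp*, and all of them were lower by label in the mutant-labelled libraries. With an osteoblast score as a covariate, which takes up osteogenic transcripts by construction, *Npnt* and *Sp7* were no longer lower. *Ibsp*, which encodes bone sialoprotein and lies on chromosome 5 from 104299171 to 104311469, fell from 1704 ± 185.4 to 1137 ± 266 CPM (SD, n = 5 each), a log2 fold change of −0.58 (standard error 0.148, adjusted p = 0.348 from edgeR's quasi-likelihood test; exact permutation test, p = 0.0159). *Sp7*, on chromosome 15 from 102356606 to 102367182, fell from 216 ± 14.2 to 183 ± 20.0 CPM, a log2 fold change of −0.24 (standard error 0.078, adjusted p = 0.522; exact permutation test, p = 0.0317). *Npnt*, on chromosome 3 from 132881745 to 132950291, was at 210 ± 18.3 and 191 ± 31.3 CPM, a log2 fold change of −0.14 (standard error 0.105, adjusted p = 0.790), which is within the spread between libraries. A list of 23 osteoblast genes, written before the data were examined, had a median log2 fold change of −0.21, with 23 of 23 genes lower and 11 of them at an unadjusted p-value under 0.05. The *Bglap* genes in this list are near-identical copies between which reads could have been split. Leaving out one library at a time kept the median between −0.29 and −0.16.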

We found that 12 of 13 OF1-enriched genes, 16 of 16 OF2-enriched genes, and 57 of 57 OB-enriched genes identified were downregulated in the *Wnt1-Cre;Fgfr2^−/−^* AF. This suggests that loss of *Fgfr2* leads to increased expression of genes associated with AF connective tissue cell identity and decreased expression of gene associated with osteoblast identity.

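Tested as sets, the 9 AF and EM markers had a median log2 fold change of 0.35 (limma's camera against all genes tested, with a preset inter-gene correlation of 0.01, adjusted p = 1.2e-11 over the 2 sets). The osteoblast list was lower by label (adjusted p = 3.9e-16 by the same test). Both calls also hold under the rotation test fry. Over the 14 cell type and signaling lists, the adjusted p-value of the osteoblast list was 2.8e-15 by camera. It was 0.0583 by fry and 0.0664 by camera with an estimated correlation. For each of the 2 sets, as large a camera result came from 2 of 100 splits of the libraries, the real one included. The camera p-values are far smaller than that share. The direction of both sets is that of the labels, which total *Fgfr2* counts do not test. When the mean log2 CPM of the osteoblast list was itself a covariate, the median of the 9 markers was 0.29.

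**Figure D2:**
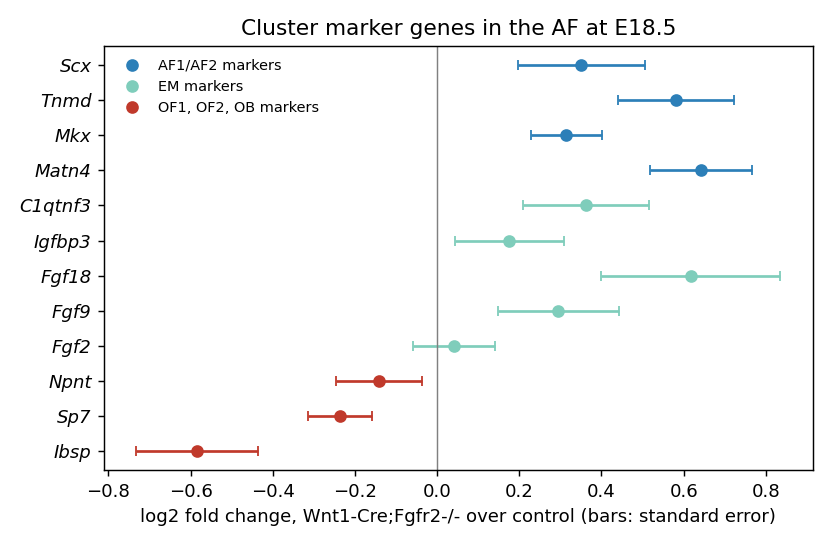
Log2 fold change by label (mutant-labelled over control-labelled, horizontal axis) of 12 of the cluster markers the paper names, with standard errors derived from edgeR's quasi-likelihood test (n = 5 libraries per label). The 12 do not include *Sox9* (−0.013) and *Egr1* (−0.22), which mark AF2 and OF2. They also leave out *Cxcl12* (0.028) of the dura mater and *Clec3b* (0.37) of the hypodermis. Among the 12, all 4 AF and 5 EM markers lie above 0 and all 3 OF and OB markers below 0, with *Fgf2* (0.041), *Igfbp3* (0.18) and *Npnt* (−0.14) within 2 standard errors of 0.

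From the number of cluster-enriched genes that went up or down with genotype, most of those of AF1, AF2 and EM up and most of those of OF1, OF2 and OB down, the paper proposes that loss of *Fgfr2* raises genes of AF connective tissue identity and lowers genes of osteoblast identity.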

Violin plots of WNT pathways members from the scRNA-seq dataset showed that the AF1, AF2, and EM clusters had enriched expression of the WNT receptor *Fzd1*, as well as *Wnt9a*, *Wnt11*, and *Lgr5* (Fig. 8A,A′). Cellular communication modeling using CellChat predicted that WNT ligands from the EM regulate WNT signaling in AF1 and AF2 (Fig. 8B). The OF1, OF2, and OB clusters, by contrast, were enriched for *Wif1* in cells that also expressed *Fgfr2* (Fig. 8A,A′,C). WNT-related gene expression changes identified through RNA-seq were validated using RNAScope *in situ* hybridization at E18.5. *Lgr5* expression, which was enriched in the endocranial domain of the control AF, was expanded in the *Wnt1-Cre;Fgfr2^−/−^* AF (Fig. 8D,E, asterisks). *Lgr6* expression, which was observed in both the endo- and ectocranial domains of the control AF, was reduced within the endocranial domain of the *Wnt1-Cre;Fgfr2^−/−^* AF (Fig. 8F,G, arrowhead). *Wif1* expression was localized to cells within the osteogenic fronts in the control and greatly reduced in *Wnt1-Cre;Fgfr2^−/−^* embryos (Fig. 8H,I, arrowheads). Together, these results indicate that *Fgfr2*-dependent activation of *Wif1* expression in cells of the osteogenic front non-autonomously modulates WNT signaling in *Lgr5-* and *Lgr6*-expressing cells of the AF. LGR5 is a known stem cell marker in multiple epithelial tissues, and in this context *Lgr5*-expressing cells may represent connective tissue progenitors (Leung et al., 2020; Ng et al., 2014; Shi et al., 2012).

**Fig. 8.**
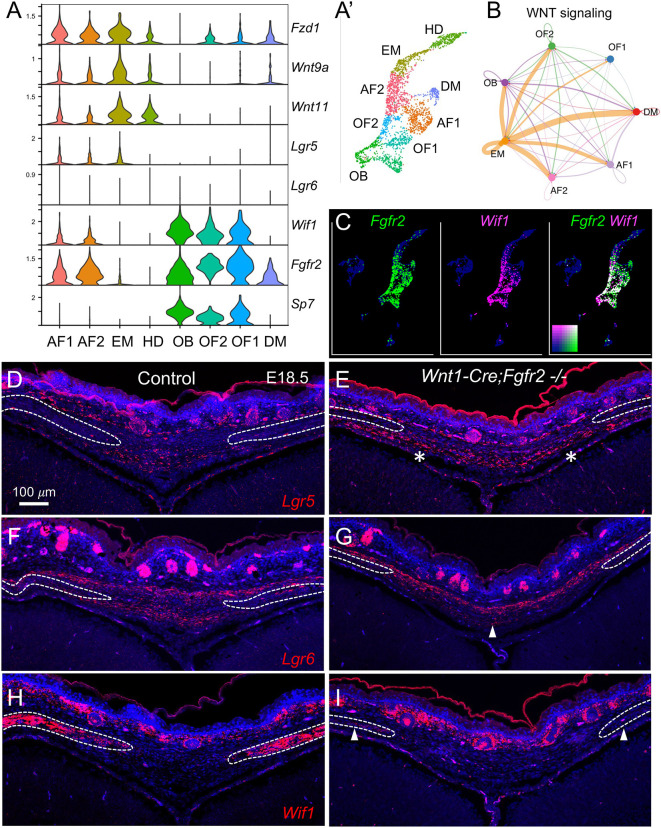
**Differentially expressed WNT pathway members correspond to distinct populations within the AF.** (A,A′) Violin plots (A) of WNT pathway members showing their cluster-specific enrichment in the developing AF at E18.5, with corresponding UMAP (A′). Expression of genes encoding the WNT receptor *Fzd1*, WNT ligands *Wnt9a* and *Wnt11*, and the WNT signaling target *Lgr5* were enriched in the AF1, AF2, and EM clusters, while expression of the WNT inhibitor *Wif1* was enriched in osteogenic populations OF1, OF2, and OB. (B) Cell communication analysis using CellChat predicted that EM is a crucial source of WNT ligand for AF1 and AF2. (C) Co-expression analysis of *Fgfr2* and *Wif1* showed significant overlap in OF1 and OF2 clusters (white cells). (D,E) RNAScope *in situ* hybridization in the AF at E18.5 identified low level expression of *Lgr5* throughout both ecto- and endocranial domains in the control. In the *Wnt1-Cre;Fgfr2^−/−^* mutant AF, the domain of *Lgr5* was expanded laterally towards the osteogenic fronts (asterisks). (F,G) *Lgr6* was expressed throughout the ecto- and endocranial domains of the AF in control, but expression within the endocranial domain was lost in the *Wnt1-Cre;Fgfr2^−/−^* mutant (arrowhead). (H,I) In control, *Wif1* was expressed throughout the osteogenic fronts. In the *Wnt1-Cre;Fgfr2^−/−^* mutant, *Wif1* expression was greatly decreased (arrowheads). Dashed lines delineate the frontal bones. *n*=3 littermate pairs.

### Modulation of WNT signaling impacts AF closure

To test the impact of increased WNT/β-catenin signaling in *Scx*^+^ cells of the AF, we crossed mice harboring the *Scx-Cre* driver to mice with a stabilizing mutation in exon 3 of β-catenin [*Ctnnb1^lox(Ex3)^*] (Harada et al., 1999). Stabilization of the β-catenin protein blocks its degradation through the destruction complex and mimics conditions of constitutively active WNT signaling. Wholemount skeletal staining of *Scx-Cre;Ctnnb1^lox(Ex3)/+^* (*Scx-Cre;Ctnnb1^GOF^*) mice at E18.5 showed that the AF is larger compared to that of littermate controls (Fig. 9A,B). At P5, when the frontal bones of control mice approximate to form the PFS, the AF remained patent and the PFS failed to form in *Scx-Cre;Ctnnb1^GOF^* mice (Fig. 9C,D). The observation that increased WNT/β-catenin signaling in *Scx*^+^ cells recapitulate the phenotype of *Wnt1-Cre;Fgfr2^−/−^* mice supports a mechanistic connection between FGF and WNT signaling during AF closure and PFS formation.

**Fig. 9.**
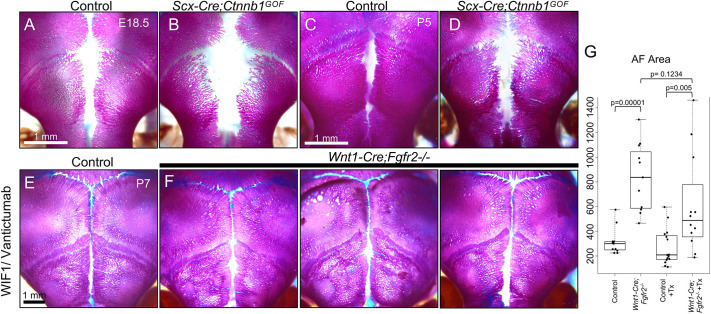
**Modulation of WNT signaling controls AF closure.** (A-D) Wholemount Alizarin Red and Alcian Blue staining at E18.5 and P5 showing that *Scx-Cre;Ctnnb1^GOF^* mice exhibit a wide-open AF that fails to close compared to littermate controls. *n*=3 littermate pairs per stage. (E-G) A WNT inhibitor cocktail composed of recombinant mouse WIF1 protein and vantictumab was administered at P3 through a single injection under the scalp in the area above the AF. (E) Wholemount Alizarin Red and Alcian Blue staining of a treated control collected at P7 showed that the treatment had no negative effects on calvarial bone formation and AF closure. (F) Wholemount skeletal stains of three treated *Wnt1-Cre;Fgfr2^−/−^* littermates showed that AF closure is partially restored. (G) Quantification of the AF area at P7 in control and *Wnt1-Cre;Fgfr2^−/−^* mice that were treated (Tx) with WIF1/vantictumab at P3 or untreated.

To test the idea that elevated WNT signaling in *Wnt1-Cre;Fgfr2^−/−^* mice underlies the AF closure defect, we attempted a rescue through WNT signaling inhibition. To inhibit WNT signaling, we administrated a cocktail of mouse WIF1 recombinant protein and vantictumab, a humanized monoclonal antibody that inhibits WNT pathway signaling through competitive binding of FZD receptors. At P3, *Wnt1-Cre;Fgfr2^−/−^* pups and littermate controls were treated with a single injection of the WNT inhibitor cocktail just under the scalp at the location of the AF. Samples were collected at P7 and processed for wholemount skeletal staining. Following treatment, AF closure was largely restored in 9 out of 12 treated *Wnt1-Cre;Fgfr2^−/−^* mutants (Fig. 9E-G). Quantitative measurement showed that the median area of the AF was reduced in treated *Wnt1-Cre;Fgfr2^−/−^* (487.75; s.d.=398.49, *n*=12) versus untreated *Wnt1-Cre;Fgfr2^−/−^* mice (837; s.d.=275.43, *n*=11) (Fig. 9G). These results indicate that elevated WNT signaling is a crucial driver of the persistent AF phenotype in *Wnt1-Cre;Fgfr2^−/−^* mice.

## DISCUSSION

This study characterizes a previously unappreciated role for FGF signaling in calvarial development. Using a combination of mouse genetics and single-cell transcriptomics, we demonstrate that *Fgfr2* is necessary for closure of the AF and development of the PFS it prefigures. We find that cells of the AF, which are marked by *Scx* and differentially express *Sox9*, are regionally organized into ecto- and endocranial domains that give rise to distinct lineages within the PFS. We provide evidence that FGFR2 signaling in the osteogenic fronts of the frontal bones, through induction of the expression of *Wif1*, induces local inhibition of WNT signaling in the AF (Fig. 10). Within the zone of WNT inhibition, SCX^+^ cells in the ectocranial domain are recruited to form bone, and SCX^+^/SOX9^+^ cells in the endocranial domain are recruited to form cartilage. A subset of ectocranial SCX^+^ cells that remain outside the domain of WNT inhibition give rise to suprasutural ligament. Upon loss of FGFR2 signaling, *Wif1* expression is lost, WNT signaling remains, and cells of the AF retain a connective tissue-like fate instead of forming the PFS.

**Fig. 10.**
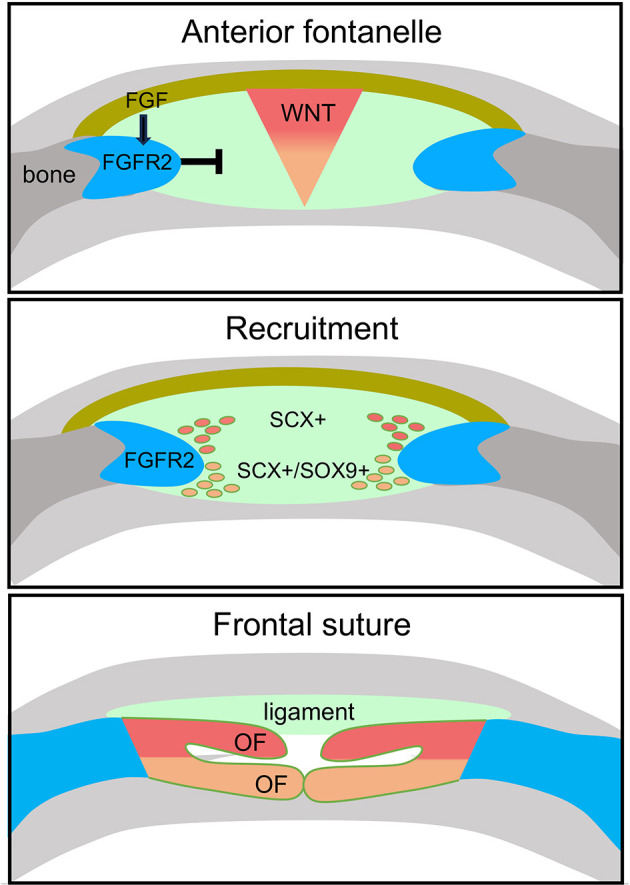
**Recruitment model for frontal suture formation within the AF.** A gradient of WNT signaling maintains cells of the AF in an undifferentiated state. As FGFR2^+^ cells of the osteogenic fronts advance, activated by FGF from the ectocranial mesenchyme, they secret WIF1 to locally inhibit WNT signaling in the AF. Downregulation of WNT signaling induces SCX^+^ cells in the ectocranial domain to form intramembranous bone, and SCX^+^/SOX9^+^ cells in the endocranial domain to form cartilage. Recruited SCX^+^ cells form the frontal suture, while SCX^+^ cells that remain outside the domain of WNT inhibition give rise to suprasutural ligament. Upon loss of FGFR2 signaling, WNT signaling remains high and AF cells fail to form the frontal suture joint.

Our results reveal that FGF and WNT pathways interact to coordinate frontal bone advancement with suture joint formation. We show that differential expression of FGF and WNT pathway members in cells of the ectocranial mesenchyme, osteogenic fronts, and AF establish a signaling center that promotes a unique lineage potential along the ectocranial-endocranial axis. Ectocranial mesenchymal cells express FGF and WNT ligands, suggesting that these cells are an essential source of secreted signals that act on *Fgfr2*^+^ cells in the osteogenic fronts and *Fgfr2*^+^ and *Fzd1*+ cells in the AF. FGF18 is likely the ligand responsible for promoting osteoblast cell fate in *Fgfr2*^+^ cells, as prior studies show that loss of *Fgf18* leads to wide-open fontanelles and ectopic FGF18 accelerates approximation of the bone fronts in the coronal suture (Ohbayashi et al., 2002; Sahar et al., 2005; Nagayama et al., 2013). WNT, by contrast, likely acts to maintain *Fzd1*^+^ cells in the AF in an undifferentiated state. This is supported by multiple studies showing that, in the PFS, canonical WNT signaling is dynamic and sharply downregulated immediately preceding cartilage formation in the endocranial domain while continuous activation of WNT leads to a wide-open frontal suture and failure of cartilage formation (Behr et al., 2010, 2011, 2013). We propose that *Fgfr2*^+^ cells at the osteogenic fronts downregulate WNT in the AF to promote chondrogenic fate through their expression of the secreted WNT inhibitor WIF1. That WNT promotes connective tissue over cartilage fate is also supported by studies in the developing limb (ten Berge et al., 2008).

The calvaria develops from a layer of head mesenchyme that is derived from mesoderm or neural crest, and regionally patterned into osteogenic and non-osteogenic domains. Mesenchyme that initially resides in the supraorbital ridge just above the eyes, called the supraorbital mesenchyme (SOM), generates the ossification centers for the frontal and parietal bones (Ishii et al., 2015; Deckelbaum et al., 2012; Jiang et al., 2002; Yoshida et al., 2008). In contrast, mesenchyme that lies apical to the SOM, called the early migrating mesenchyme (EMM), remains non-osteogenic through embryonic stages of calvarial development (Cesario et al., 2018; Roybal et al., 2010). Growth of the frontal and parietal bone rudiments towards the vertex of the head in embryogenesis is fueled by the SOM through intrinsic growth rather than recruitment of adjacent EMM mesenchyme (Yoshida et al., 2008). Instead, the EMM contributes to non-osteogenic connective tissue that occupies the sutures and fontanelles (Cesario et al., 2018). Our findings elaborate on this model by showing that, in the postnatal period, non-osteogenic SCX^+^ cells within the AF directly contribute to bone, cartilage, and suprasutural ligament within the PFS. This suggests that formation of the PFS within the AF is developmentally distinct. Our results indicate that, as the frontal bones approximate, they recruit SCX^+^ cells of the AF to initiate frontal suture joint formation, which is characterized by the formation of a secondary osteogenic front within the endocranial layer that subsequently undergoes endochondral fusion. This may be a key factor that distinguishes the bilayered, fusing murine PFS from the overlapping coronal suture or abutting sagittal suture, which do not fuse during normal mouse development. Importantly, SCX^+^ cells in the AF appear to be distinct from those we previously identified in the non-fusing murine coronal suture. In the coronal suture, SCX^+^ cells are highly restricted to the overlapping edges of the frontal and parietal bones in the ectocranial domain and appear to remain non-osteogenic (Farmer et al., 2021).

Overall, the results presented in this study offer further insight into regional differences in the development of sutures that are prefigured by fontanelles. How might the mechanism of AF closure identified here explain why both an increase and decrease in FGFR2 signaling lead to failed formation of sutures that develop within fontanelles and why an increase in FGFR2 signaling causes AF patency along with premature fusion of other cranial sutures? Although it is not yet clear how *FGFR2* gain-of function variants impact the mechanism for AF closure we described here, our study indicates that suture-specific requirements for FGF and/or WNT signaling levels could be the key to answering these questions. One possibility is that the AF phenotype observed in a model of FGFR2 loss of function leads to excess unbound ligand that can diffuse and activate signaling in regions where FGF signaling is normally low, recapitulating a gain of function via other receptors. Specifically, whereas FGFR2 is expressed in the osteogenic fronts and AF near a source of FGF ligands, FGFR1 and FGFR3 are expressed in osteoblasts located in an adjacent domain (Johnson et al., 2000; Iseki et al., 1999; Rice et al., 2000). Another possibility is that an increase or decrease in FGFR2 signaling leads to WNT activation through distinct mechanisms. Interestingly, in a mouse model for Apert syndrome, which harbors the gain-of-function variant *Fgfr2^S252W^* that causes both craniosynostosis and a persistent AF, the premature fusion of the coronal suture has been linked to activation of WNT signaling through increased expression of the Frizzled co-receptors *Lrp5* and *Lrp6* (Min Swe et al., 2020). Increased WNT signaling may also underlie persistent AF patency in other craniosynostosis syndromes. A previous study found that *Lgr5* is upregulated in the developing frontal suture of *Twist^+/−^* mice, a model for Saethre–Chotzen syndrome, which presents with persistent AF and premature coronal suture fusion (Holmes et al., 2020).

## MATERIALS AND METHODS

### Mice

To conditionally knockout *Fgfr2* in neural crest cell (NCC)-derived tissue, *Fgfr2^flx/flx^* (The Jackson Laboratory, stock #007569) mice were crossed with the *Wnt1-Cre* driver (The Jackson Laboratory, stock #003829), the *Sox9-CreERT2* driver (The Jackson Laboratory, stock #035092) (Akiyama et al., 2005), or the *Scx-Cre* driver, which was generously provided by Dr Ronen Schweitzer (Shriners Hospital for Children, Oregon Health and Science University; Portland, OR, USA). The *Fgfr2^flx/flx^* and *Wnt1-Cre* lines were previously described (Lewis et al., 2013; Yu et al., 2003). *Scx-GFP* was used to mark dense connective tissue fibroblasts (Pryce et al., 2007). *Scx-Cre* and *Sox9-Cre-ERT2* lines were described previously (Xu et al., 2015; Sugimoto et al., 2013). The *Ai9* allele (The Jackson Laboratory, stock #007909) was used as a lineage marker for those tissues targeted by *Scx-Cre* and *Sox9-Cre-ERT2* (Madisen et al., 2010). For *Sox9-Cre-ERT2* mice, tamoxifen (Sigma-Aldrich; dissolved in peanut oil overnight at 40°C) was delivered via oral gavage to either timed pregnant females (for embryonic inductions; 1 mg/induction/dam) or neonatal mice (for postnatal inductions; 0.1 mg/induction/pup). Finally, constitutive activation of β-catenin in fibroblasts was driven by crossing *Ctnnb^lox(Ex3)^* mice (Harada et al., 1999) to mice carrying the *Scx-Cre* driver. Embryonic samples were collected from timed pregnant females. Postnatal samples were staged according to the date of birth. All experimental protocols were approved by the USC's Institutional Animal Care and Use Committee.

### Skeletal preparation

Mice processed for wholemount imaging were collected as above and following a PBS rinse were fixed in 95% ethanol for a minimum of 4 days. Fixed samples were stained for cartilage using 0.15 mg/ml Alcian Blue (Sigma-Aldrich, A5268) in 80% ethanol and 20% glacial acetic acid. Samples were then de-stained in 95% ethanol for a minimum of 2 days. Tissue clearing was performed using KOH between 0.5 and 1% w/v for 2-8 days depending on the size of the sample. Calcified tissue was then discriminated using 0.02 mg/ml Alizarin Red S (Sigma-Aldrich, A5533) in 0.5-1% KOH. Destaining and further clearing was performed as needed in 0.5-1% KOH. Samples were equilibrated, stored, and imaged in 75% glycerol. Measurements of the AF area using ImageJ and each individual area measurement were normalized to the length of the PFS from the jugum limitans to the coronal suture. These were then averaged within each group and the average AF area of control and *Wnt1-Cre;Fgfr2^−/−^* mice was compared by age using an unpaired, two-tailed *t*-test assuming unequal variance.

### μCT

All μCT scans were performed by the USC Molecular Imaging Center using a μCT50 (Scanco Medical). Samples were rotated 360° and X-ray settings were standardized to 90 kV and 155 µA with an exposure time of 0.5 s per frame to yield a nominal resolution of 20 μm. A 0.5-mm-thick aluminum filter was employed to minimize beam-hardening artifacts. Morphometric analysis was performed using Amira 6.2 and VG Studio MAX 3.0 software packages. Isosurface renderings with equal threshold were measured using the 3D measuring tool. All jaw measurements and landmarks were measured as previously described (Guerreiro et al., 2013). These experiments were performed on at least three biological replicates, which we defined as three same-sex littermate pairs (control and mutant) derived from three different litters. Statistical significance was determined using unpaired, two-tailed Student's *t*-tests.

### Histology

Samples used for histology were processed as follows. Animals were euthanized humanely and decapitated. Heads were then fully or partially skinned, rinsed in PBS, and fixed in 10% neutral buffered formalin at room temperature for 24-36 h depending on stage. Following fixation, samples were decalcified in 10% EDTA (pH 7.4) at 4°C for 3-7 days, until calvaria began to concave. Samples were then dehydrated in serial ethanol washes of increasing concentration, equilibrated in Citrus Clearing Solvent (VWR, 72060-044), and embedded following three washes in pure paraffin wax at 65°C with vacuum pressure. Embedded samples were then cut into 8-µm-thick sections. Sections were stained using the Hall-Brunt quadruple stain (Hall, 1986).

### Immunofluorescent analysis

Samples for immunofluorescent staining were harvested and fixed in 4% paraformaldehyde at 4°C for 30-90 min depending on stage. Decalcification of bone was performed by incubation in 10% EDTA (pH 7.4) at 4°C for 3-7 days until calvaria began to concave. Subsequently, samples were equilibrated sequentially in 15% and 30% sucrose/PBS at 4°C until they sank, then embedded in optimal cutting temperature (O.C.T.) compound (Electron Microscopy Sciences). Cryosectioning was performed at a section thickness of 8 μm onto SuperFrost Plus slides. Sections were washed three times with PBS, permeabilized with 0.1% Triton X-100 in PBS, then blocked for 1 h at room temperature in 10% serum (either donkey or goat from Sigma-Aldrich). Slides were incubated in primary antibody overnight at 4°C (Table S1), then washed in PBS and incubated in Alexa Fluor 568 secondary antibody (Thermo Fisher Scientific A-11036) at a concentration of 1:200 for 1 h at room temperature. Finally, slides were washed in PBS and mounted in VECTASHIELD with DAPI (Vector Laboratories). Slides used for lineage tracing were washed three times in PBS and counterstained with DAPI as described above. Slides were imaged using either a Leica TCS SP5/8 or Stellaris 5 confocal system. These experiments were performed on three biological replicates, which we defined as three littermate pairs (control and mutant) derived from two different litters.

### Single-cell transcriptomics

Data for scRNA-seq analysis was obtained from FaceBase (accession 1-4TT6) (Holmes et al., 2020). Seurat v.3 R-Package was used to explore QC metrics and filter for high-quality cells (Stuart et al., 2019). The filtered dataset representing 3366 cells (median of 3750 genes per cell) was normalized (log normalized), scaled (linear transformation), and clustered into 16 clusters (dims 1:13, resolution=0.7) using unsupervised graph-based clustering based on principal component analysis scores. The identities of the clusters were resolved using previously reported markers. Pseudotime analysis was conducted using Monocle 3 (Cao et al., 2019). Cell–cell communication predictions were made using CellChat (Jin et al., 2021).

### *In situ* hybridization

Samples for *in situ* hybridization were collected and processed in the same manner as histological samples, described above. Transcripts were detected using RNAScope Fluorescent Multiplex Assay v2 (ACD) as per manufacturer's instructions. Briefly, slides with paraffin sections were baked in an embedding oven for 60 min at 65°C. Slides were then deparaffinized using xylenes, dehydrated in 100% ethanol, and allowed to completely air dry. Endogenous peroxidase activity was quenched using hydrogen peroxide provided within the kit and slides were washed in deionized water. Antigen retrieval was performed using the provided Target Retrieval Reagent for 15 min in an Oster steamer heated to 99°C. Slides were then dehydrated in 100% ethanol and allowed to completely air dry. The slides were treated with ACD Protease plus in a humidified slide chamber for 15 min at 40°C. Probe hybridization was also performed in a 40°C humidified slide chamber for 2 h (Table S1). Slides were then stored in 5× SSC solution overnight. Amplification steps were performed as prescribed by the manufacturer and signal development was carried out using Opal 570 (Akoya Biosciences, FP1488001KT) Opal 620 (Akoya Biosciences, FP1495001KT) or Opal 690 (Akoya Biosciences, FP1497001KT) diluted 1:1000 in the ACD provided TSA buffer. Slides were then counterstained using VECTASHIELD mounting medium with DAPI and imaged using the Leica TCS SP5/8 or Stellaris 5 confocal system. These experiments were performed on three biological replicates, which we defined as three littermate pairs (control and mutant) derived from two different litters.

### EdU proliferation assay

Cell proliferation was assayed using an *in vivo* EdU Click kit according to the manufacturer's instructions (Sigma-Aldrich, BCK647-IV-IM-M). Briefly, E18.5 samples were obtained by intraperitoneally injecting timed pregnant females with 1.5 mg EdU dissolved in PBS, and P3 mice received subcutaneous injections of 0.1 mg EdU dissolved in PBS. In both cases, a chase period of 4 h was observed before sample collection. Samples were cryo-embedded and sectioned at 8 μm as described above. Detection of EdU took place in the dark, at room temperature for 30 min. Slides were then counterstained and mounted using VECTASHIELD mounting media with DAPI. For analysis, littermate control and *Wnt1-Cre;Fgfr2^−/−^* pairs were selected, and a minimum of six different sections from each sample were imaged and uploaded to ImageJ. Each image was quantified for total AF cells by counting individual nuclei, and the number of proliferating cells was counted. Statistical analysis was performed on total proliferation in mutants compared with controls, proliferation of AF fibrous connective tissue, and proliferation in bone front cells. Statistical significance was determined using unpaired, two-tailed *t*-tests assuming unequal variance.

### RNA isolation and gene expression analysis

The region of the AF was excised from E18.5 embryos (including both suture connective tissue and bone but excluding skin and brain) and added to 300 µl of DNA/RNA Shield (Zymo Research). RNA was isolated using the Quick-RNA Miniprep Plus Kit (Zymo Research) according to the manufacturer's instructions with the addition of an optional DNase digestion and a 1 min dounce homogenization step following proteinase-K digestion. Samples were eluted from the column using 80 µl of DNase/RNase-free water and then analyzed using a NanoDrop spectrophotometer and to check concentration and purity. Library preparation and sequencing was performed at the UCLA TCBG facility using the Kapa Stranded Kit (Roche). Sequencing was performed using HiSeq 3000 at 1×50 read length and 30 million reads per sample. Differential gene expression analysis was performed using Partek Flow.

### WNT inhibitor cocktail treatment

Stock vantictumab (Fisher Scientific, MA5-42006) and recombinant WIF1 protein (R&D Systems, 135-WF-050) were diluted in sterile water to a final concentration of 1.1 mg/ml and 0.5 mg/ml, respectively. At P3, pups were treated with a single dose of the inhibitor cocktail (a total of 2 μg vantictumab and 2 μg Wif1) using a pre-filled 29 G insulin syringe. For the treatment, pups were placed on a nitrile glove on ice for 30-45 s to slow movement, and the WNT inhibitor cocktail was injected subcutaneously just under the scalp above the area of the AF. Volume of liquid per injection did not exceed 20 μl. Following treatment, pups were placed on a heating pad and observed for several minutes to ensure recovery from the procedure before returning to their dams.

## Supplementary Material

10.1242/develop.204264_sup1 Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

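Bulk RNA-seq libraries of the excised AF region at E18.5 were compared between 5 control and 5 *Wnt1-Cre;Fgfr2-/-* embryos. Conditions and replicate numbers were taken from the sample labels and the legend of Fig. 7. The labels call the controls wild type, while the paper calls them littermates and the legend speaks of littermate pairs, without saying which libraries form a pair, and each of the 10 libraries was matched to its column by its library name. By the counts of *Xist* and of genes on the Y chromosome, each group held 3 libraries with *Xist* and 2 with Y-linked transcripts.

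The authors made stranded libraries, sequenced them as single-end reads and deposited one table of estimated counts per gene. The estimated counts in the authors' table were not scaled between libraries, 66.4% of them were whole numbers, and the lowest sum of a gene over the 10 libraries was 10, so genes below that sum were left out before deposit. The paper's text names Partek Flow for the differential expression analysis, and names no aligner, counting tool, strand setting, genome build, test, filter or threshold for it. Genes are listed by symbol with a position, and 22296 of 22533 symbols had the start and end given in GENCODE M21, which annotates GRCm38. All columns of the table belonged to a mapped library.

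The design written before the data were examined assumed whole-number counts. As the table holds estimated counts, these were rounded to whole numbers before testing, and the test was kept. The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's expression filter (16267 tested, 6813 left out), normalized by TMM, and compared by edgeR's quasi-likelihood test over all 10 libraries with no covariate. Adjusted p-values are Benjamini-Hochberg values over all genes tested, with a threshold of 0.05 and no fold change minimum. CPM values are TMM-normalized, and log2 CPM values used a prior count of 0.5. Comparisons of single values used two-sided exact permutation tests over all 252 groupings of the libraries, which cannot give a p-value under 0.00794. Fitted fold changes shrink low genes towards 0 by the prior count. Standard errors of log2 fold changes were derived from edgeR's quasi-likelihood test, as the absolute log2 fold change divided by the square root of its F statistic.

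The depth of 20774667 to 28515434 counts per library includes the ribosomal RNA gene CT010467.1. Without ribosomal RNA genes, 15317756 to 20480184 counts per library were left. Genes at a few CPM rest on few counts, such as 58 to 163 per library for *Notum*. For such genes counting error adds to the biological spread. The counting was not stated to use strand, so genes that share exon bases with a gene on the opposite strand, and near-identical copies such as the *Bglap* genes and the alpha- and beta-globin genes, are uncertain.

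On simulated counts drawn from the means and library sizes of these libraries, with 1000 genes changed over 5 draws, edgeR recovered 72.6% of genes changed by 1 log2 unit, with 4.47% of calls false, and 34.4% of genes changed by 0.5 log2 units, with 5.75% of calls false. With the osteoblast list lowered in simulated counts, camera recovered that list as lower and passed 2 of the 13 other lists at an unadjusted p-value under 0.05.

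Genes named in the text are those the paper names, and the 5 genes with the largest rise and the 5 with the largest fall among genes with an adjusted p-value under 0.05, a mean of at least 1 CPM and no overlap between groups. This rule was set before the data were examined. *H2az1*, *Ctbp2*, *Nkd1*, *Col2a1*, *Col11a2*, *Acan* and other genes outside it were named after their values were seen. Gene lists for 5 pathways and 14 cell types or signaling outputs (osteoblast, osteoclast, chondrocyte, tendon and ligament, epidermis, neuron, skeletal muscle, erythroid, endothelium, macrophage, meninges, proliferation, FGF readout, WNT targets) were written by hand before the data were examined. Pathway lists were tested by a one-sided Fisher's exact test against all genes tested and by fry in either direction. Cell type and signaling lists were tested by camera with an inter-gene correlation of 0.01, two-sided and adjusted over the 14 lists, with fry and an estimated correlation beside it.

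The alternatives set before the data were examined were DESeq2's size factors, library size alone, DESeq2's Wald test, limma voom with quality weights, no filter, a minimum of 10 counts in every library, the replicate number as a block, *Xist* or an osteoblast score as a covariate, an adjusted threshold of 0.1, an unadjusted threshold of 0.05 with a fold change of at least 1.5, and leaving out each library in turn. An unadjusted threshold of 0.05, adjustment over the list alone as the basis of a count of calls, a table without ribosomal RNA genes and *Lars2*, a neuron score as a covariate, fry in place of camera for the count of cell type lists, and an estimated correlation were added after the data were seen. Other splits of the 10 libraries into 5 and 5 were fitted 100 times with edgeR and 25 times with DESeq2, whose fits take longer. The longer cluster lists of Fig. S5, the single-cell data and the in situ hybridization of the paper were not analysed here. Exon-level counts of *Fgfr2* were not analysed here.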

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

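The tests on *H2az2* and on the neuron and chondrocyte lists were chosen after those results were seen. Directions are by label, which total *Fgfr2* counts do not test.

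*H2az2* is not discussed in the paper and had the smallest adjusted p-value of all genes, with a log2 fold change of −0.99 and no overlap between the groups. The values argue against several technical explanations. Reads assigned to the paralog *H2az1* instead would need *H2az1* to rise by 0.26 on the log2 scale, and it changed by 0.056 (standard error 0.088). Normalization, composition or a single library did not account for the fall, as its smallest size over 21 alternatives was −0.95. Loss of one copy of the whole surrounding region would bring its neighbours to a log2 fold change near −1, and 17 of the 19 tested genes within 500 kb were above −1 by more than 2 standard errors. These 19 genes ran from −0.61 to 1.07, with a median of −0.050, and of those at an unadjusted p-value under 0.05, 3 were lower and 0 higher. A change confined to the gene or a strain difference near it stays open, and these small falls go with a local difference. The Cre transgene goes with the genotype in this design. An effect of the transgene or of its insertion site therefore stays open beside an effect of losing *Fgfr2*. They cannot be told apart here, and neither was tested. Of 100 splits of the libraries, only 1, the real one, gave as many as 3 genes at an adjusted p-value under 0.05.

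*Scube2* is also outside the genes the paper discusses and had a log2 fold change of 1.01. It was lowest among the mutant-labelled libraries in replicate 2 (11.6 CPM, against at least 15.4 CPM in the others), a gap of 0.715 of that group's range. Without that library the log2 fold change was 1.10 (adjusted p = 0.00369 from edgeR's quasi-likelihood test, against 6.8e-09 to 0.999 over the alternatives), and it lost an adjusted p-value under 0.05 in 8 of the 10 fits that left out one library. No technical explanation specific to *Scube2* was tested.

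The neuron list had a median log2 fold change of 0.81, with all 13 genes higher, and its adjusted p-value was 1.3e-04 by camera, 0.590 by fry and 0.588 with an estimated correlation. The excision left out brain by the paper's methods. Brain tissue in one library is a candidate explanation: 11 of the 13 genes were highest in mutant-labelled replicate 2, among them *Tubb3*, *Stmn2*, *Map2* and *Elavl3*, and without that library the median fell to 0.23 (adjusted p = 0.199). As large a result came from 39 of 100 splits of the libraries, so grouping by chance also stays open.

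The chondrocyte list had a median log2 fold change of 0.35, with 10 of 13 genes higher (adjusted p = 5.8e-06 by camera, 0.0789 by fry and 0.0737 with an estimated correlation). Leaving out one library at a time kept the median between 0.22 and 0.41. Over its 22 alternatives it was as low as 0.19, and 19 of them gave an adjusted p-value under 0.05. As large a camera result came from 3 of 100 splits, but the exact permutation test of the list score gave p = 0.0873. Grouping by chance was therefore not excluded. Cartilage carried along in the mutant-labelled libraries cannot be told apart from a change in the tissue, since the median of 0.35 is what either predicts and the high baseline of *Acan* and *Col11a2* would hide a small share of cartilage. *Col2a1* rose from 56.2 to 103 CPM, while *Col11a2*, at 1188 and 1049 CPM, did not.

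The osteoclast list had a median log2 fold change of −0.15, with 11 of 12 genes lower (adjusted p = 0.0021 by camera, 0.590 by fry and 0.588 with an estimated correlation). As large a result came from 28 of 100 splits of the libraries, so grouping by chance was not excluded. Without control-labelled replicate 4 the median was −0.063. Its score in mutant-labelled replicate 5 was apart from the other mutant-labelled libraries (6.10, against 5.88 to 5.92), with a gap of 0.824 of the range.

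In groups of 5 libraries, 7 of 104 measures held a library far from the others, where 5.2 are given by chance. Besides *Scube2* and the osteoclast score, *Clec3b*, a marker of the hypodermis cluster, was at 45.2 CPM in mutant-labelled replicate 1 against 0.984 to 4.17 CPM in the others (gap 0.928 of the range), and without that library its log2 fold change was −1.78. *Runx2* was at 165.8 CPM in control-labelled replicate 2 against at most 138 CPM in the others (0.780), *Fgfr1* at 273 CPM in mutant-labelled replicate 2 against 325 to 346 CPM (0.712), and *Fgfr3* at 50.1 CPM in mutant-labelled replicate 4 against 53.3 to 54.5 CPM (0.738). The tendon and ligament score was 4.01 in control-labelled replicate 2 against 3.22 to 3.43 (0.735), and without that library the list's median rose from 0.26 to 0.41. No explanation was tested for these single libraries, and the number of them is near that given by chance.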

How the results depend on the processing

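The unadjusted threshold of 0.05, adjustment over the list alone as the basis of a count of calls, the table without ribosomal RNA genes and *Lars2*, the neuron score as a covariate, fry in place of camera for the count of cell type lists, and the estimated correlation were chosen after the results were seen. Directions are by label throughout, which total *Fgfr2* counts do not test.

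*H2az2* kept its direction and an adjusted p-value under 0.05 under all 21 alternatives, with a log2 fold change from −1.02 to −0.95 and an adjusted p-value from 2.6e-33 to 0.0298. *Fgfr2* stayed between 0.63 and 0.75 and passed 0.05 under 8 of the 21, and *Scube2* stayed between 0.89 and 1.10 and passed under 9. The 7 genes of Fig. 7C kept their direction in all 21, but with the osteoblast score as a covariate *Wif1* was at −0.10 and *Lgr6* at −0.18, and 3 of the 7 had an unadjusted p-value under 0.05, against 7 in every other fit. In addition, the sign of the tendon and ligament list and its adjusted p-value under 0.05 held in all 22 of its alternatives (0.22 to 0.41). DESeq2's size factors, limma voom with quality weights, a minimum of 10 counts in every library and the table without ribosomal RNA genes each gave 3 genes, the same 3. With the neuron score as a covariate there were 4.

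DESeq2's Wald test gave 97 genes, 56 higher and 41 lower, with 6 genes of Fig. 7C, 7 genes of the STRING network and 3 pathway lists. It shared all 3 genes of edgeR, and the cause was not tested. The camera tests were not run with it. An unadjusted p-value under 0.05 gave 1219 genes (598 higher, 621 lower), 7 genes of Fig. 7C, 9 of the STRING network and 5 pathway lists. With a fold change of at least 1.5 as well it gave 323 genes (192 higher, 131 lower), 3 of Fig. 7C and 5 of the STRING network. These thresholds are looser by construction. Adjusted over the list alone, 7 genes of Fig. 7C passed.

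With library size only, with *Xist* as a covariate and with the osteoblast score as a covariate, 1 gene passed each time (*H2az2*), so that 0 genes were higher and 0 genes of the STRING network passed. Without a filter, 2 genes passed, 1 of them higher, and 0 of the STRING network, where more genes (23080) were tested. The causes of the others were not tested. With library size only, 26.7% of the genes at an unadjusted p-value under 0.05 were higher, against 49.1% with TMM, and the median log2 fold change of all genes was −0.038.

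The legend of Fig. 7 describes littermate pairs, but neither the labels nor the paper say that a replicate number marks a litter. The libraries of one number did not deviate together throughout, as the correlations of their deviations from the group means were −0.20, 0.14, −0.21, 0.027 and −0.14 for replicates 1 to 5. With the replicate number as a block, 1 gene (*H2az2*) passed, so that *Fgfr2* and *Scube2* did not, 0 genes were higher and 0 of the STRING network passed. With this block the log2 fold change of Clec3b was −0.88 and the log2 fold change of Fgfr1 was −0.0035.

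Other results changed sign, some of them near 0 and some not, and the causes were not tested except where named. With library size only, these were the log2 fold change of Wnt9a (−0.00073), the log2 fold change of Cxcl12 (−0.0093), the log2 fold change of Fgfr1 (−0.044), those of *Fgf2* (−0.012) and *Lrp5* (−0.015), and the median log2 fold change of the endothelium list (−0.014). With *Xist* as a covariate they were *Clec3b* (−0.17) and *Fgfr1* (−0.0068), and without a filter *Fgfr1* (−0.00079). DESeq2's size factors moved the median log2 fold change of the proliferation list to 0.00024. A minimum of 10 counts in every library moved it to 0.00068 and the FGF readout list to 0.00025. With limma voom with quality weights the log2 fold change of Clec3b was −1.11, and the medians were 0.067 for the erythroid, −0.023 for the endothelium and 0.026 for the proliferation list. With the neuron score as a covariate, which by construction removes the neuron list (−0.11), the macrophage list was at 0.029, the meninges list at 0.013 and the proliferation list at 0.043. With the osteoblast score as a covariate, which by construction removes the osteoblast list (0.0055), *Sox9* was at 0.12, *Igfbp3* at −0.0042, *Npnt* at 0.035, *Sp7* at 0.0055, *Clec3b* at −2.18, *Ctnnb1* at 0.0077 and *Axin2* at −0.032, and the osteoclast list was at 0.063, the neuron list at −0.65, the macrophage list at 0.068 and the proliferation list at 0.051.

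Of the 14 cell type and signaling lists, 5 passed by camera, 1 by fry, 1 with an estimated correlation and 3 with limma voom. Why these counts differ was not tested. *Wif1* relative to the osteoblast list in place of *Npnt*, *Sp7* and *Ibsp* differed by −0.096 (exact permutation test, p = 0.0317), and the cause was not tested. Over its 14 alternatives, which include *Sp7* as the only reference, the difference in *Wif1* ran from −0.12 to 0.033. Of these, 1 had a p-value under 0.05.

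Across the 10 fits that each left out one library, from 1 to 6 genes passed, from 0 to 4 of them higher and from 1 to 2 lower, and from 0 to 1 of the STRING network. The 6 genes came without mutant-labelled replicate 2. *Wif1* relative to *Npnt*, *Sp7* and *Ibsp* ran from −0.073 to 0.033, with a positive sign without control-labelled replicate 3, mutant-labelled replicate 4 or mutant-labelled replicate 5. Log2 fold changes ran from −1.78 to 0.67 for *Clec3b*, with −1.78 without mutant-labelled replicate 1, from −0.038 to 0.094 for *Cxcl12*, from −0.0020 to 0.11 for *Fgf2*, from −0.021 to 0.065 for *Fgfr1*, from −0.0098 to 0.11 for *Lrp5*, from −0.062 to 0.039 for *Sox9* and from −0.029 to 0.11 for *Wnt9a*. List medians ran from −0.045 to 0.051 for endothelium, from −0.23 to 0.15 for erythroid, from −0.071 to 0.033 for FGF readout, from −0.12 to 0.036 for macrophage, from −0.10 to 0.053 for meninges, from −0.044 to 0.060 for proliferation and from −1.52 to 1.27 for skeletal muscle, which was positive without control-labelled replicate 2 (1.27) and without mutant-labelled replicates 2, 3 or 4. The epidermis median ran from −0.27 to −0.035 and the WNT target median from 0.011 to 0.10, without a change of sign. The osteoclast list lost its adjusted p-value under 0.05 without control-labelled replicate 4 (−0.063) and without control-labelled replicate 5, and the neuron list without mutant-labelled replicate 2 (0.23).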

Differences from the paper's values

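No test in this part was chosen to close a difference, and the settings chosen after the values were seen are named as such. The read number per sample that the paper states counts sequenced reads, while the totals here, which were lower in every library, count reads assigned to genes, a different measure. The group means of the 7 WNT genes in Fig. 7C, read by eye, lay within the SD between libraries of the means here, for example about 260 in Fig. 7C against 259 CPM for *Wif1* in control-labelled libraries.

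The results differ in which genes pass a threshold. The paper presents a heat map of differentially expressed genes in Fig. 7A, and 3 genes passed an adjusted p-value of 0.05 here by edgeR's quasi-likelihood test. DESeq2's Wald test, an alternative set before the data were examined, gave 97 genes, an unadjusted p-value under 0.05 with a fold change of at least 1.5, also set before, gave 323 genes, and an unadjusted p-value under 0.05 alone, chosen after seeing the values, gave 1219 genes.

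The paper presents *Sfrp4*, *Notum*, *Wif1*, *Lgr6*, *Lgr5*, *Wnt11* and *Sfrp2* as differentially expressed. All 7 went in the paper's direction by label, and 0 of them had an adjusted p-value under 0.05 over all genes by edgeR, although all 7 had an unadjusted p-value under 0.05. DESeq2's Wald test called 6 of the 7, all but *Lgr5* (adjusted p = 0.0844). The threshold of an unadjusted p-value with a fold change of at least 1.5 called 3. Adjustment over the list alone called 7; the design names it beside the main test, but its use as the basis of a count of calls was chosen after seeing the values. An unadjusted p-value alone, also chosen after seeing the values, called 7 as well. None of the other alternatives set before the data were examined called any of the 7.

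The paper reports WNT signaling, focal adhesion, matrix–receptor interaction and axon guidance among its differentially expressed genes. By the Fisher's exact test on genes with an adjusted p-value under 0.05, 0 of 5 lists were over-represented here, where 3 genes leave the test little power, and 5 were at an unadjusted p-value under 0.05, which was chosen after seeing the values. DESeq2's Wald test gave 3 lists. The fry test in either direction, which was the second test of the design, gave adjusted p-values under 0.05 for all 5. That test does not ask whether a list differs more than other genes.

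Fig. 7D is described as a network of differentially expressed WNT pathway members with *Fgfr2* and *Fgf18*. Of its 11 genes, *Fgfr2* had an adjusted p-value under 0.05 by edgeR, 7 had one by DESeq2's Wald test, 5 passed an unadjusted p-value of 0.05 with a fold change of at least 1.5, and 9 passed the unadjusted threshold alone, chosen after seeing the values. *Wnt9a* (log2 fold change 0.040) and *Wnt5a* (−0.14) passed none of these.

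The paper names the cluster markers *Scx*, *Tnmd*, *Mkx*, *Matn4*, *C1qtnf3*, *Igfbp3*, *Fgf18*, *Fgf9*, *Fgf2*, *Npnt*, *Sp7* and *Ibsp*, for whose clusters it reports enriched genes up or down. The directions here were those of the paper for all 12, with 0 at an adjusted p-value under 0.05 by edgeR. By DESeq2's Wald test *Tnmd* (adjusted p = 0.0161), *Matn4* (adjusted p = 4.8e-04) and *Ibsp* (adjusted p = 0.0149) passed. Directions changed for *Fgf2* with library size only and without control-labelled replicate 3, and for *Igfbp3*, *Npnt* and *Sp7* with the osteoblast score as a covariate, which left 9 of the 12.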

Other observations

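The tests of the *Fgfr2* labels and span, of the share of osteoblasts, of *Wif1* against the osteogenic markers, and of the splits for DESeq2 were chosen after those results were seen. Directions are by label.

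*Fgfr2* was higher in every mutant-labelled library. A swap of all labels between the groups is argued against by other genes. In situ hybridization of other embryos showed 6 genes as expanded (*Scx*, *Lgr5*) or reduced (*Sp7*, *Lgr6*, *Wif1*, *Sox9*). Of these, 5 went that way by label with an unadjusted p-value under 0.05. None went the other way at that threshold, and *Sox9* did not differ. The paper imaged *Lgr5*, *Lgr6* and *Wif1* after finding them in these libraries, so their share in this count is partly selected. Of the others, *Sp7* had p = 0.0317 and *Scx* p = 0.0635 by the exact permutation test. A swap of one library of each group as the source of the rise is argued against, because the difference in mean log2 CPM of *Fgfr2* was at least 0.59 whichever library of each group was left out. With the osteoblast score as a covariate the rise was 0.70, which does not decide whether fewer osteoblast transcripts play a part, since the paper places *Fgfr2* mostly in osteogenic cells and fewer of these would lower it. Reads of other genes inside its annotated span stay open: the genes in the span that rose gained 72.7 CPM in sum while *Fgfr2* gained 119 CPM, but reads of theirs that were assigned to *Fgfr2* would be missing from that sum. It also remains open which transcripts make up the counts, as counts per gene do not separate transcripts of a recombined allele from others, and a response of the locus in the mutant tissue was not tested.

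The fall of the osteoblast list and the rise of the 9 AF and EM markers were compared with technical explanations. A smaller share of osteoblasts alone would raise the markers of other cells alike, and the marker score rose by 0.37 more than the endothelial score (exact permutation test, p = 0.0159). Of these 9 markers, *Scx*, *Tnmd* and *Mkx* are also in the tendon and ligament list, and the study picked all 9 from single-cell data rather than from these libraries. After the trend over GC content and gene length was taken out, the osteoblast list was at −0.24, and without ribosomal RNA genes and *Lars2* it was at −0.20. As large a camera result came from 2 of 100 splits for the 9 markers and from 2 of 100 for the osteoblast list, the real split included in each. A dissection with more connective tissue and less bone, as a wider fontanelle in the excised region would give, predicts the same values and was not tested apart from a change per cell.

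*Wif1* was lower by label, and a hypothesis is that it fell with all transcripts of the osteogenic fronts. The difference between the groups in *Wif1* relative to *Npnt*, *Sp7* and *Ibsp* was −0.023 (exact permutation test, p = 0.794), and relative to the osteoblast list it was −0.096 (exact permutation test, p = 0.0317). With the osteoblast score as a covariate the log2 fold change of *Wif1* was −0.10, against −0.36 without it. The fewer-transcripts explanation and a fall of *Wif1* per cell cannot be told apart, because the reference genes chosen change the answer and the libraries are of bulk tissue.

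Other splits of the 10 libraries into 5 and 5 were fitted for each result across genes, and the counts below include the real split. At an unadjusted p-value under 0.05, 17 of 100 splits gave as many genes, so that count does not stand apart from chance. The 5 pathway lists at that threshold were matched by 2 of 100 splits. The fry result was matched by 4 splits for WNT signaling, 3 for matrix–receptor interaction, 3 for focal adhesion, 7 for axon guidance and 6 for hedgehog signaling. With DESeq2's Wald test, 2 of 25 splits gave as many genes as the 97 of the real one, a share that does not exclude chance.

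Among the lists for cell types and signaling, the tendon and ligament list was at 0.26 with 6 of 8 genes higher, held under fry (adjusted p = 0.0148) and an estimated correlation (adjusted p = 0.0118), and was matched by 2 of 100 splits. The exact permutation test of its score gave p = 0.0794. *Comp* is in both this list and the chondrocyte list. By camera the osteoblast, osteoclast, chondrocyte and neuron lists, described above, also passed an adjusted p-value of 0.05. The remaining lists did not pass it. Their medians were −0.22 for epidermis (39 splits of 100 as large), −0.14 for skeletal muscle (87), −0.082 for erythroid (74), 0.011 for endothelium (98), −0.068 for macrophage (81), −0.052 for meninges (51), −0.0075 for proliferation (99), −0.0084 for FGF readout (62) and 0.058 for WNT targets (47). Of the 11 WNT target genes 7 were higher by label, among them *Nkd1* at 0.37 (adjusted p = 0.445 from edgeR's quasi-likelihood test) and *Axin2* at 0.20 (adjusted p = 0.718). The other 4 were lower, among them *Dkk1* at −0.29 (adjusted p = 0.642 from the same test), *Rnf43* at −0.23 and *Tcf7* at −0.16.

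For genes that the paper examined by in situ hybridization in other embryos, *Sox9* had a log2 fold change of −0.013 (adjusted p = 0.981 from edgeR's quasi-likelihood test), where the paper reports reduced expression in the AF and osteogenic fronts, and *Fgf18* had one of 0.62 (adjusted p = 0.568), where the paper reports no difference. Bulk tissue includes bone and connective tissue outside the imaged domains.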
